# A PPAR**γ**/long noncoding RNA axis regulates adipose thermoneutral remodeling in mice

**DOI:** 10.1172/JCI170072

**Published:** 2023-11-01

**Authors:** Zhengyi Zhang, Ya Cui, Vivien Su, Dan Wang, Marcus J. Tol, Lijing Cheng, Xiaohui Wu, Jason Kim, Prashant Rajbhandari, Sicheng Zhang, Wei Li, Peter Tontonoz, Claudio J. Villanueva, Tamer Sallam

**Keywords:** Cardiology, Metabolism, Adipose tissue, Molecular genetics, Noncoding RNAs

## Abstract

Interplay between energy-storing white adipose cells and thermogenic beige adipocytes contributes to obesity and insulin resistance. Irrespective of specialized niche, adipocytes require the activity of the nuclear receptor PPARγ for proper function. Exposure to cold or adrenergic signaling enriches thermogenic cells though multiple pathways that act synergistically with PPARγ; however, the molecular mechanisms by which PPARγ licenses white adipose tissue to preferentially adopt a thermogenic or white adipose fate in response to dietary cues or thermoneutral conditions are not fully elucidated. Here, we show that a PPARγ/long noncoding RNA (lncRNA) axis integrates canonical and noncanonical thermogenesis to restrain white adipose tissue heat dissipation during thermoneutrality and diet-induced obesity. Pharmacologic inhibition or genetic deletion of the lncRNA *Lexis* enhances uncoupling protein 1–dependent (UCP1-dependent) and -independent thermogenesis. Adipose-specific deletion of *Lexis* counteracted diet-induced obesity, improved insulin sensitivity, and enhanced energy expenditure. Single-nuclei transcriptomics revealed that *Lexis* regulates a distinct population of thermogenic adipocytes. We systematically map *Lexis* motif preferences and show that it regulates the thermogenic program through the activity of the metabolic GWAS gene and WNT modulator TCF7L2. Collectively, our studies uncover a new mode of crosstalk between PPARγ and WNT that preserves white adipose tissue plasticity.

## Introduction

Adipose tissue plays a central role in maintaining metabolic homeostasis. White, beige, and brown adipocytes form the main parenchymal cells in adipose tissues (1–3). Brown adipocytes are multilocular cells found in brown adipose tissue (BAT) that dissipate heat in response to cold exposure, exercise, or β-adrenergic signaling (4). White adipose depots contain energy-storing white adipocytes as well as beige adipocytes, particularly enriched in subcutaneous or inguinal white adipose tissue (iWAT), which adopt a “brown”-like appearance and function (5). The mechanisms by which adipocytes adopt different fates have attracted substantial attention owing to their contributions to whole-body homeostasis and therapeutic implications for common metabolic diseases, such as obesity, metabolic syndrome, and diabetes (4).

Regardless of specialized function, all adipocytes require the activity of the master transcriptional regulator PPARγ for proper differentiation and function (6–8). Mice deficient in PPARγ have no adipose tissue, and PPARγ mutations in humans are associated with severe lipodystrophy (9–11). PPARγ binds PPAR response elements (PPREs), forming a permissive heterodimer with the retinoid X receptor (RXR), and upon ligand stimulation, its exchanges corepressors with coactivators to induce the expression of target genes essential for adipogenesis, maintenance of adipose tissue endocrine function, and thermogenic signaling (12–14). Given this established mode of transactivation, a mystery in the field is how PPARγ can preferentially activate a specific set of genes, but not others, depending on conditions. Thermogenic genes, for instance, are direct targets of PPARγ but not substantially enriched when PPARγ is potently activated by a lipid-rich diet (3, 15, 16). One level of tight regulation may be driven by cooperative transcriptional activity in response to environmental cues. For example, cold exposure activates PRDM16 and PGC1-a, which collaborate with PPARγ to specifically induce brown thermogenesis of a subset of cells in iWAT (17–19). However, it remains unclear how pathophysiologic PPARγ signaling during diet-induced obesity (DIO) or thermoneutral stimulation can specifically temper thermogenesis in white adipose depots. These observations hint that there may be milieu-specific regulatory circuits that fine-tune PPARγ responses. In addition, multiple lines of evidence suggest that classical activation of thermogenesis through uncoupling protein 1 (UCP1) upregulation may not be the sole mechanism responsible for heat dissipation (20, 21). For example, calcium signaling through ATP-dependent Ca^2+^ cycling by sarco/endoplasmic reticulum Ca^2+^-ATPase 2b (SERCA2b) as well as futile cycling of creatine metabolism contribute to UCP1-independent thermogenesis in beige fat (22, 23). Despite these exciting discoveries, the molecular pathways that integrate canonical and noncanonical thermogenesis during health and disease states remain poorly characterized.

Long noncoding RNAs (lnsRNAs) are defined as transcripts greater than 200 bp that do not make a protein product (24, 25). Rapidly accumulating evidence suggests that at least a subset of lncRNAs appears to be functional and to contribute to diverse biologic processes including metabolic control (26–28). Our previous work has shown that the lncRNA *Lexis* acts as a conduit between diet and cholesterol biosynthesis in liver (29). In response to lipid-rich feeding, *Lexis* is induced by liver X receptor (LXR), which in turn suppresses cholesterol biosynthesis by modulating the activity of the transcriptional coactivator RALY, but the majority of *Lexis* is expressed in extrahepatic tissues, where different isoforms with unknown function are enriched (29). A crucial advance that enhanced our understanding of lncRNA mechanisms and function has been the development of unbiased chromatin affinity assays that interrogate a lncRNA’s interactome (30–32). For example, identifying the binding patterns and interacting proteins of the lncRNA *Xist* illuminated key mechanisms involved in X inactivation and inspired approaches in investigating mechanisms of gene repression in physiology (33–35). Despite these advances, the systemic discovery of lncRNA targets has only been done for a handful of lncRNAs, and most reported lncRNA functional effects do not consolidate well with known physiologic adaptions. Here, we find that the lncRNA *Lexis* acts as a transcriptional brake for canonical and noncanonical thermogenic pathways in response to dietary and thermal cues. Identification of *Lexis*-associated genome-wide contact sites shows that this lncRNA targets thermogenic genes and SERCA2b through modulation of the transcriptional activator TCF7L2. Importantly, by performing extensive in vivo analysis in adipose-specific null mice, we demonstrate a causal link between *Lexis* and enrichment of specific thermogenic adipocytes. Collectively, these results provide evidence that beiging in WATs is “homeostatically” regulated via unique pathways that are not dependent on adaptive-thermogenic mechanisms.

## Results

### Adipose Lexis levels are dynamically regulated with diet and thermal stress.

Tissue-wide gene expression analysis showed that the highest expression of endogenous *Lexis* is in adipose tissue (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI170072DS1). *Lexis* is more prominently expressed in white adipose depots, specifically in iWAT, compared with BAT (Supplemental Figure 1A). In addition, both our quantitative PCR and published data sets showed that the expression of *Lexis* is substantially higher in cells from WAT than BAT cellular origin, hinting that *Lexis* may play a regulatory role in white adipose depots (Supplemental Figure 1, B and C) (36). Analysis of published RNA-Seq data in mice and humans demonstrated that *Lexis* levels were elevated in differentiated adipocytes compared with nondifferentiated (Figure 1, A–C, and Supplemental Figure 1, D and E). Differentiation of human adipocytes showed enhanced *Lexis* expression along with adipose differentiation markers (Figure 1D and Supplemental Figure 1F). In addition, treatment of 2 different murine preadipocyte cell lines with differentiation cocktail or treatment with PPARγ agonist robustly induced *Lexis* expression along with established differentiation markers (Figure 1, E and F, and Supplemental Figure 1, G and H). Histone H3K27ac, a mark of active transcription, increased at the *Lexis* gene promoter region during adipocyte differentiation in both mice and humans, suggesting that the induction of *Lexis* during differentiation is primarily due to increased transcript biosynthesis (Supplemental Figure 1, I and J). Single-molecule FISH confirmed the induction of *Lexis* with adipocyte differentiation and showed that *Lexis* is primarily present in the nucleus (Figure 1G). Cellular fractionation analysis confirmed that the *Lexis* and Neat1 lncRNA are mostly present in the nucleus as opposed to the actin control transcript, which is predominantly found in the cytoplasm (Supplemental Figure 1K).

PPARγ is considered the master regulator of adipogenesis and WAT function (8, 13). Aligned with the high expression of *Lexis* in WAT and induction of *Lexis* during adipose differentiation, we identified PPARγ response elements within the *Lexis* promoter that were bound by PPARγ in ChIP-Seq studies from WAT (Figure 1H), suggesting that *Lexis* is a direct transcriptional target of PPARγ. To better explore the regulation of *Lexis* in vivo, we detected *Lexis* levels on WAT from mice fed chow, Western diet (WD), or high-fat diet (HFD) and under different temperatures. Quantitative PCR confirmed that *Lexis* is induced with lipid-rich diet feeding in iWAT (Figure 1I) as well as in mice exposed to thermoneutrality, but is reduced with cold exposure (Figure 1J). Collectively, these results suggest that adipose *Lexis* expression is tightly regulated in response to environmental cues and, at least in part, that this mode of regulation is driven by PPARγ.

### Genetic deletion or ASO inhibition of Lexis counteracts DIO.

To directly explore the contributions of endogenous *Lexis* in adipose tissue function in vivo, we fed *Lexis* global KO mice (*Lexis*-KO) or control mice (*Lexis* WT) WD. Compared with controls, *Lexis*-KO mice had lower body weight (Figure 2, A and B, and Supplemental Figure 2A) and percentage of fat (Figure 2C), but not lean weight, by MRI (Supplemental Figure 2B). Histologic appearance of iWAT showed smaller adipocytes in the *Lexis*-KO compared with *Lexis* WT, whereas epididymal WAT (eWAT) depots showed similar architecture between groups (Figure 2D). In addition, *Lexis*-KO mice showed improvement in glucose tolerance despite basal glucose levels similar to those of controls (Figure 2E). Loss of *Lexis* was not associated with changes in food intake or activity (Supplemental Figure 2, C and D), but resulted in an increase in energy expenditure (Figure 2F) and oxygen consumption (Supplemental Figure 2E).

Antisense oligonucleotides (ASOs) have been FDA approved or are in clinical trials for over 50 clinical diseases (37). We treated WT mice with *Lexis* ASO or control ASO (29) and fed them WD for 5 weeks (Figure 2H). *Lexis* ASO–treated mice showed lower expression of *Lexis* in iWAT (Supplemental Figure 2F) and a significant reduction in body weight from baseline compared with control ASO–treated mice (Figure 2G). Mice treated with *Lexis* ASO showed significantly lower percentage of fat by MRI without changing percentage of lean or body length (Figure 2H and Supplemental Figure 2, G and H). Fat-mass measurement indicated this difference was mainly from iWAT (Figure 2I). In addition, compared with control ASO, mice treated with *Lexis* ASO had improved glucose tolerance (Figure 2J) and enhanced energy expenditure (Figure 2K) without a change in food intake and activity (Supplemental Figure 2, I and J). Treatment of *Lexis*-KO mice with *Lexis* ASO or control ASO resulted in no differences in weight, confirming that the effects of ASO treatment on weight are specific to *Lexis* (Supplemental Figure 2K). Collectively, these results suggest that chronic or acute deletion of *Lexis* results in lower body weight, reduced fat mass, and improved glucose tolerance in response to a calorie-rich diet.

### Adipose-specific loss of Lexis alters global energy expenditure.

Although the above results hint that the observed body weight changes in *Lexis*-KO mice are likely due to altered systemic bioenergetics, they do not directly underpin adipose tissue as casually implicated. Notably, global loss of *Lexis* is associated with a mild fatty liver phenotype under a dietary challenge (29). To more directly explore the adipose-selective contribution of *Lexis*, we generated a *Lexis^fl/fl^* model and crossed it with adiponectin-cre to generate an adipose-specific loss of *Lexis* model (referred to as *Lexis*-AdKO or AdKO, and *Lexis^fl/fl^* Cre− referred to as *Lexis*-AdWT or AdWT) (Supplemental Figure 3A). Cre recombination ablated *Lexis* expression in adipose tissues, but not other metabolically active organs (Supplemental Figure 3B). Under chow conditions, *Lexis*-AdKO was not associated with a change in body weight, percentage of fat, or food consumption in male or female mice (Supplemental Figure 3, C–E). However, under a calorie-rich diet, adipose-specific loss of *Lexis* resulted in a lower body weight and reduced size and weight of white adipose depots, particularly iWAT (Figure 3, A–C). Consistent with these results, *Lexis*-AdKO mice had lower percentages of fat by MRI (Figure 3D), but no changes in body length, lean mass, or serum cholesterol level (Supplemental Figure 3, F–H). In addition, we did not observe differences in histologic appearance or gene expression in BAT (Supplemental Figure 3, I and J). Conversely, histology from iWAT from *Lexis*-AdKO showed reduced adipocyte hypertrophy compared with controls (Figure 3E). Consistent with our global loss of function and ASO treatment models, *Lexis*-AdKO had improved glucose tolerance (Figure 3F) and were more insulin sensitive compared with controls (Figure 3G). In addition, *Lexis*-AdKO showed enhanced energy expenditures without a change in activity when placed in metabolic chambers prior to weight separation (Figure 3H and Supplemental Figure 3, K and L). In line with the changes in organismal bioenergetics, differentiated stromal vascular fractions (SVFs) isolated from *Lexis*-AdKO or *Lexis*-AdWT mice showed increased oxygen consumption rates in electron flow and mitochondrial uncoupling assays (Figure 3, I and J). We did not observe sex differences as a consequence of adipose-specific loss of *Lexis*, since female mice also showed lower body weight, fat mass, and improved metabolic parameters in a DIO model (Supplemental Figure 3, M–P).

Our data indicate that adipose-selective *Lexis* expression regulates systemic energy expenditure and hint that the thermogenic program activation in iWAT may be responsible for the changes in *Lexis*-AdKO during DIO. Our data also strongly suggest that *Lexis* is tightly regulated in response to thermal conditions, with the highest levels of *Lexis* observed during thermoneutral exposure (Figure 1J). We, therefore, probed the influence of *Lexis* on adipose tissue function under thermoneutrality. We placed *Lexis*-AdKO or *Lexis*-AdWT mice under cold exposure for 1 week, a condition known to enhance WAT thermogenesis, followed by 2 days at thermoneutrality (Figure 3K). Histologic examination of iWAT from control mice, as expected, showed minimal beige adipocytes, whereas *Lexis*-AdKO iWAT showed a substantial increase in number of beige cells (Figure 3K). In addition, *Lexis*-AdKO mice had a higher core body temperature than *Lexis*-AdWT counterparts (Figure 3L). Congruent with these results, we treated WT mice with ASO control or ASO-*Lexis* prior to thermoneutral challenge. ASO-*Lexis*–treated mice showed a higher number of beige cells compared with ASO control mice (Supplemental Figure 3Q). It should be noted that loss of *Lexis* at 6 degrees had a minimal effect on thermogenic responses (not shown), perhaps consistent with the acute reduction in *Lexis* levels observed with cold exposure. Collectively, these results suggest that *Lexis* modulates whole-body energy expenditure through adipose-dependent mechanisms and provide evidence that dynamic changes in *Lexis* regulate adipose tissue beiging.

### Lexis is required for homeostatic thermogenic regulation in response to diet.

To further explore how loss of *Lexis* enhanced energy expenditure and can influence thermogenic capacity of WAT, we performed single-nucleus RNA-Seq (snRNA-Seq) on iWAT from *Lexis*-AdKO mice and *Lexis*-AdWT (WT) using recently established isolation strategies (Supplemental Figure 4A) (38, 39). Integrated transcriptomic analysis revealed 9 distinct population clusters (Supplemental Figure 4, B and C, and Supplemental Table 1). We annotated these populations using the marker genes according to previous publications and established data sets such as “PanglaoDB” and “CellMarker” (40, 41). Identified clusters included most of the major cell types known to be present in WAT by snRNA-Seq strategies including immune cells, adipocytes, adipocyte precursors, and endothelial cells (38). Frequency analysis in each cluster revealed that the major changes between WT and KO were driven by immune- and adipocyte-related populations (Supplemental Figure 4E). Considering that the dominant expression of *Lexis* is in adipocytes and that our previous studies showed that *Lexis* is not expressed in immune cells (42), we reasoned that the immune cell changes are likely a secondary effect of loss of *Lexis*. We therefore merged the adipocyte-related populations for further downstream analysis. Reclustering of these nuclei resulted in 7 distinct adipocyte-derived subpopulations (clusters C1 to C7) (Figure 4, A and B). Classical adipocyte marker genes *Fabp4* and *Adipoq*, but not the immune cell markers (*Mrc1* and *Ikzf1*), EC markers (*Cyyr1*), or myocyte markers (*Cacng1*), were highly expressed in all of these 7 subpopulations, indicating the specificity of adipocyte population selection (Supplemental Figure 4F). We annotated clusters using gene expression markers to segregate mature adipocytes, progenitor cells, and thermogenic/beige populations (Supplemental Figure 4G and Figure 4, B–D) to better understand what underlies population differences due to loss of *Lexis*. Interestingly, 3 of our identified cell clusters matched previously described adipogenic stem and precursor cells (ASPCs) isolated from mouse subcutaneous tissue (Figure 4, C and D). (43). The most dominant differences between WT and KO were noted in population C6 (Figure 4B), which was highly enriched in the KO group and expressed relatively high levels of thermogenesis-related genes including Ucp1, Cidea, Pgargc1a, Acsl1, Acss2, and Adrb3 without marked changes in Adipoq, Pparg, Fabp4, Cidec, Plin1, and Plin4 (Figure 4E). Notably, *Acsl1* and *Adrb3* were key markers of thermogenic “beige” adipocyte populations previously identified by snRNA-Seq in iWAT (44). Furthermore, pathway analysis of C6-positive genes revealed enrichment of thermogenesis-related pathways (Figure 4F) as well as higher expression of *Ucp1*, *Elovl6*, *Ppargc1a*, *Adrb3*, *Acsl1*, and *Acsl2* in the KO compared with WT (Figure 4G). Intriguingly, other populations expressing thermogenic genes (C2 and C4) were not altered between WT and KO, suggesting that *Lexis* does not “globally” influence all cells with thermogenic propensity in iWAT. In agreement with the physiologic studies, these results suggest loss of *Lexis* enriches specific thermogenic cells to enhance energy expenditure and strongly imply that basal thermogenesis in iWAT is tightly regulated, even in the absence of sustained β-adrenergic stimulation. 

### Systemic mapping of Lexis-binding sites reveals a direct role in canonical and noncanonical thermogenesis.

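RNA from iWAT of mice fed a Western diet for 12 weeks was sequenced, with 3 biological replicates labelled *Lexis*-AdWT and 3 labelled *Lexis*-AdKO. The authors aligned the reads to mm9 with HISAT2 and deposited raw read counts, without normalization, in a table of 37024 rows. Each row carries a gene symbol, and many symbols have more than 1 row, up to 21. The paper's text does not name the counting tool or say how reads shared by several rows of a symbol were counted, so genes with several rows may be undercounted. The total count per library ranged from 14470542 to 17882713, with a median of 15331670 in the libraries labelled AdWT and 15196777 in those labelled AdKO. *Scd1* alone took between 14.9% and 17.5% of the counts of a library. A count of 0 allows up to 3 counts, which is between 0.179 and 0.206 CPM in these libraries, and this limit covers counting error only. Counts were scaled by edgeR's TMM method and compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the 9872 rows that passed edgeR's default filter on low counts. Fold changes are given as the libraries labelled AdKO over those labelled AdWT, and where a symbol has several rows, the row with the highest total stands for the gene.
The targeted gene was examined before any other. The 16 RNA FISH probes against *Lexis* in Supplemental Table 3 were matched to chromosome 4 of NCBIM37 (mm9), where 9 of them had an exact match, each within the lincRNA gene *4930412L05Rik* (ENSMUSG00000087192.1) on the minus strand from 53217938 to 53230729. Of these 9 matches, 6 lie in the first exon (53230223 to 53230729), 2 in another exon and 1 in an intron. The count of *4930412L05Rik* was 8, 9 and 8 in the libraries labelled AdWT and 21, 11 and 13 in those labelled AdKO, a log2 fold change of 0.87 (standard error 0.381, adjusted *p* = 0.851 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 libraries labelled AdKO lay above all 3 labelled AdWT (two-sided exact permutation test of log2 CPM, *p* = 0.1, the smallest *p* that 3 replicates against 3 allow). With each replicate left out in turn, the log2 fold change lay between 0.49 and 1.04, the lower value without AdKO replicate 1. The count of the targeted gene was thus not lower in the libraries labelled AdKO, and the groups are named here by their labels. In the paper's scheme of the conditional allele (Supplemental Figure 3A), exon 1 is kept, and the table gives 1 count for *4930412L05Rik* without separating its exons.

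**Figure D1:**
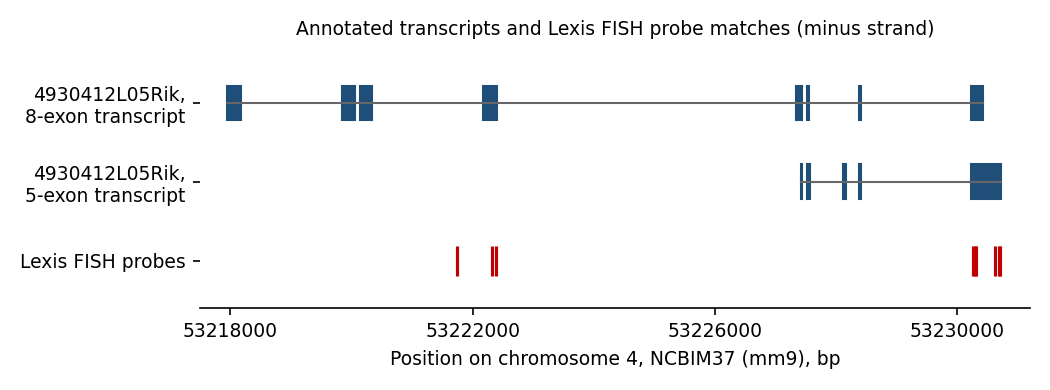
Position along chromosome 4 of NCBIM37 (mm9), in bp, of the 2 annotated transcripts of *4930412L05Rik* (boxes, exons) and of the 9 exact matches of *Lexis* FISH probes (red marks). Of these matches, 6 lie in the first exon, at the right, since the gene is on the minus strand.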

To further explore the mechanism by which *Lexis* affects adipose tissue function, we performed bulk RNA-Seq of iWAT from *Lexis*-AdKO mice and *Lexis*-AdWT mice. Analysis of 3 biological replicates from each group identified 200 significantly differential expressed genes (*P* < 0.05), with 99 genes upregulated and 101 genes downregulated in response to adipose tissue–specific deletion of *Lexis* (Figure 5A). 

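No row of the 9872 tested had a Benjamini-Hochberg adjusted *p* under 0.05 in edgeR's quasi-likelihood test (the smallest was 0.206), and 566 had an unadjusted *p* under 0.05, of which 272 were higher and 294 lower in the libraries labelled AdKO. With the fold change over 1.5 that the legend of Figure 5A adds, 213 rows were left, 121 higher and 92 lower. The split by direction depends on the scaling and on single libraries. At an unadjusted *p* under 0.05 it was 313 higher and 162 lower with library size only, 239 and 325 with RLE and 233 and 324 with upper quartile scaling, and with the fold change over 1.5 it was 136 and 71 with library size only. Without AdWT replicate 1 it was 735 and 473 at an unadjusted *p* under 0.05 and 407 and 161 with the fold change over 1.5, and without AdKO replicate 3 the latter was 129 and 162. With a log2 fold change over 1.5, where Figure 5A draws its dashed lines, 18 were left, 7 higher and 11 lower (11 and 41 without AdKO replicate 3, 45 and 18 without AdWT replicate 1). In 1173 rows (11.9%) the 2 groups did not overlap, where chance gives 10% for 3 replicates against 3. In counts simulated at the depth and replicate number of these libraries, the same test called 190 of 200 changed genes and made 8 false calls. The simulated log2 fold changes were at least 1.5 in either direction, and rows with low counts were given none. No library was simulated as an outlier. The simulation thus does not show how many smaller changes, or changes at low counts, the test would find. DESeq2 in place of edgeR moved the number of rows with an adjusted *p* under 0.05 most, to 27. With each replicate left out in turn, that number lay between 0 and 1, and the number with an unadjusted *p* under 0.05 went from 329 without AdWT replicate 2 to 1208 without AdWT replicate 1.
Among the 100 rows with the smallest *p* whose groups did not overlap, the 5 largest rises were in *Fam69c*, *Comp*, *Nfe2l3*, *Kidins220* and a row of *Cabin1*, with log2 fold changes of 1.80 (standard error 0.425), 1.67 (standard error 0.175), 1.44 (standard error 0.273), 1.40 (standard error 0.306) and 1.40 (standard error 0.351). Apart from *Comp*, these rest on counts between 2 and 43 per library. *Kidins220* has 5 rows, and with the rows of each symbol summed its log2 fold change was 0.94. *Cabin1* has 7 rows, and its row with the highest total had counts between 559 and 647. The 5 largest falls were in *Ckm*, *Atp2a1*, *Tcap*, *Tnnc2* and *Mylpf*. These directions rest on the labels, which the count of the targeted gene, 8 to 21 per library, neither bears out nor rules out. The paper attributes the up- and downregulation of its differentially expressed genes to the adipose tissue-specific deletion of *Lexis*.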

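Across the 9872 rows tested, the group means of CPM had a Spearman correlation of 0.990, taken across genes, which are not independent replicates. *Ucp1* (ENSMUSG00000031710.3) lies on chromosome 8 of NCBIM37 (mm9) from 85814247 to 85822355 and has a single row. Its TMM-normalized expression was 0.861 ± 0.671 CPM (SD, n = 3) in the libraries labelled AdWT and 3.10 ± 1.44 CPM (SD, n = 3) in those labelled AdKO, from counts of 25, 8 and 7 against 21, 58 and 67. The log2 fold change was 1.85 (standard error 0.574, adjusted *p* = 0.851 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped, since AdWT replicate 1 lay above AdKO replicate 1 (two-sided exact permutation test of log2 CPM, *p* = 0.2). Without AdWT replicate 1 the log2 fold change of *Ucp1* was 2.69, and the lowest value with another replicate left out was 1.55. With the mean of a skeletal muscle gene list as a covariate, it was 1.00 (standard error 1.26). That mean log2 CPM was 2.21, 3.68 and 1.82 in the libraries labelled AdWT and 0.89, 0.72 and 0.87 in those labelled AdKO. The covariate thus separated the labels itself, and this fit cannot tell its share of the difference from that of the labels.
*Cox8b* (ENSMUSG00000025488.8), on chromosome 7 from 148084842 to 148086345, also has a single row. It measured 41.1 ± 8.58 CPM (SD, n = 3) in the libraries labelled AdWT and 62.4 ± 8.86 CPM (SD, n = 3) in those labelled AdKO. The log2 fold change was 0.60 (standard error 0.167, adjusted *p* = 0.847 from the same edgeR test), and it lay between 0.46 and 0.77 with each replicate left out in turn. All 3 libraries labelled AdKO were above all 3 labelled AdWT (two-sided exact permutation test, *p* = 0.1, the smallest possible). Of a fixed list of 20 thermogenic genes, 13 could be tested. Of these, 8 were higher and 5 lower in the libraries labelled AdKO, with a median log2 fold change of 0.13 and an adjusted *p* of 0.628 in limma's camera test. The median changed sign, to -0.01, without AdKO replicate 2 and without AdKO replicate 3. No gene of the list had an adjusted *p* under 0.05, with 0 when adjusted over the list alone and 0 over all rows tested. Of the 3 with an unadjusted *p* under 0.05, *Ucp1* and *Cox8b* were higher and *Kcnk3* was lower in the libraries labelled AdKO. *Ppargc1a* and *Otop1* had a count of 0 in every library. *Ppargc1a* has 2 rows and may be undercounted for that reason, so its 0 does not show that it was not expressed. The direction of each of these differences follows the labels, which the low count of the targeted gene neither bears out nor rules out.

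**Figure D2:**
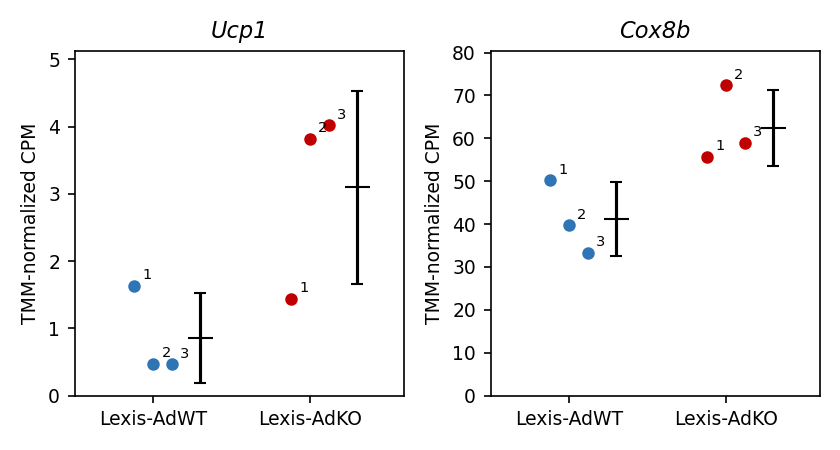
TMM-normalized CPM of *Ucp1* (left) and *Cox8b* (right) in each library, by the labels *Lexis*-AdWT and *Lexis*-AdKO, with the replicate number beside each point. The horizontal line and bar give the mean and SD of the 3 libraries. The groups overlap for *Ucp1* and not for *Cox8b*.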

While the vast majority of genes were similarly expressed, genes linked to adipocyte thermogenesis, such as *Ucp1* and *Cox8b*, were elevated in iWAT from *Lexis*-AdKO mice compared with controls (Figure 5A). We further confirmed this result by quantitative reverse transcriptase PCR (qRT-PCR) where loss of *Lexis* enhanced *Ucp1* and thermogenic gene expression in a DIO model (Figure 5B). Furthermore, the gene expression changes were significantly more pronounced during the transition from cold exposure to thermoneutrality (Figure 5C). Loss of *Lexis* did not have a significant effect on the beiging regulator *Prdm16* or canonical whitening genes (Figure 5C). 

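Supplemental Figure 5A labels 11 genes, and all 11 could be tested in these libraries. Of these, 7 were higher and 4 lower in the libraries labelled AdKO, with a median log2 fold change of 0.40 and an adjusted *p* of 0.627 in limma's camera test. After adjustment over the list alone, 4 genes had a *p* under 0.05, against 0 over all rows tested, and this count is not independent evidence, since the figure shows these same libraries and its legend does not say how the labelled genes were chosen. The median was 0.77 without AdWT replicate 1 and between 0.22 and 0.42 without any other library. Besides *Ucp1* and *Cox8b*, the rises were in *Lcn2*, with a log2 fold change of 1.87 (standard error 0.539), *Elovl3* with 0.84 (standard error 0.379), *Mmp12* with 0.63 (standard error 0.610), *Prdm16* with 0.40 (standard error 0.513) and *Cidea* with 0.13 (standard error 0.236). *Lcn2* had 1168 counts in AdKO replicate 3 and between 141 and 550 in the other libraries, and without AdKO replicate 3 its log2 fold change was 1.19. *Prdm16* had between 7 and 20 counts per library, and its direction changed without AdKO replicate 2, to -0.06. For *Cidea* the direction changed without AdWT replicate 1, to -0.06, and without AdKO replicate 3, to -0.01. *Mmp12* fell to 0.14 without AdWT replicate 3. The falls were in *Pparg*, with a log2 fold change of -0.10 (standard error 0.166), *Adipoq* with -0.25 (standard error 0.167), *Fabp4* with -0.23 (standard error 0.131) and *Atp2a1*.
A fixed list of 15 white adipocyte genes had 9 genes that could be tested, 7 lower and 2 higher in the libraries labelled AdKO. Its median log2 fold change was -0.15, with an adjusted *p* of 0.00815 in limma's camera test with a preset correlation of 0.01. The adjusted *p* was 0.168 in limma's fry test and 0.460 in camera with an estimated correlation. In edgeR's test 1 gene of this list, *Cd36*, had a *p* under 0.05 when adjusted over the list alone. Over all rows tested there were 0, and 2 at an unadjusted *p* under 0.05. DESeq2 with its defaults called *Cd36* over all its rows, with a log2 fold change of -0.98 and an adjusted *p* of 0.0091. The published BAT and WAT data sets were not analysed here.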

Finally, comparative analysis of global gene expression with published data sets (NCBI’s Gene Expression Omnibus databse; GEO GSE8044) (45) indicated that the *Lexis*-AdKO signature more strongly overlapped with BAT rather than WAT (Supplemental Figure 5A).

*Lexis* is predominantly found in the nucleus and specifically associates with chromatin, which led us to hypothesize that *Lexis* may affect thermogenic gene expression through altering epigenetic landscape or transcriptional dynamics. To investigate this further, we used an unbiased chromatin affinity assay that allowed us to map *Lexis*-dependent genome contact sites (30, 46). This approach is analogous to a ChIP for a transcription factor and has been used to decipher key molecular activities of other lncRNAs (30, 33, 47). We generated 2 sets of *Lexis* pulldown library probes, “even” and “odd” probes, and RNAase control groups to ensure that the RNA-pulldown signal was *Lexis* specific (Figure 5D). The qRT-PCR analysis of the retrieved RNA showed that 63.2% of the endogenous *Lexis* was specifically pulled down by 2 different *Lexis* probe sets (Supplemental Figure 5B). As negative control, the highly abundant RNA 18S rRNA and another confirmed nuclear-enriched lncRNAs *Mexis* were undetectable in *Lexis* chromatin isolation by RNA purification (ChIRP) samples (Supplemental Figure 5B), confirming the specificity of the probes to *Lexis* (42, 48). In addition, RNase treatment abolished the retrieval of *Lexis* or other lncRNAs, indicating that *Lexis* detection in our samples was RNA dependent (Supplemental Figure 5B). Leveraging this approach, we mapped genome-wide *Lexis*-binding sites (Supplemental Figure 5, C and D). Notably, *Lexis* bound genes involved in mitochondrial metabolism/thermogenesis, fatty acid regulation, and glucose metabolism (Supplemental Figure 5E). We performed Metascape pathway analysis using differential expressed genes from RNA-Seq and top enriched genes from *Lexis* probe retrieval (49). 

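Metascape was not used here, and fixed gene lists were tested in its place. Of 40 skeletal muscle fibre genes, 9 had no row analysed here and 13 could be tested, 11 of them lower and 2 higher in the libraries labelled AdKO, with a median log2 fold change of -1.25. The adjusted *p* was 8.04e-06 in limma's camera test with its preset correlation, 0.228 in fry and 0.460 in camera with an estimated correlation, so that this call, like that of the white adipocyte list, did not hold under either alternative. With a *p* under 0.05 there were 7 genes when adjusted over the list alone and 0 over all rows tested. None of the 13 was thus among genes called by edgeR, while 7 of them were among the 566 rows with an unadjusted *p* under 0.05. A one-sided Fisher's exact test against the 9872 rows tested gave *p* = 2.49e-06. That test takes genes as independent, while over the list the deviations from the group means had a median pairwise correlation of 0.725. Its *p* is thus no separate evidence. DESeq2 with its defaults called 5 genes of the list, *Atp2a1*, *Ckm*, *Mylpf*, *Tnnc2* and *Mybpc2*, the last left out by edgeR's filter. Of those 13 genes, the 2 groups did not overlap in 7, 6 lower and 1 higher in the libraries labelled AdKO.
The count of *Ckm* was 87, 576 and 29 in the libraries labelled AdWT and 0 in all 3 labelled AdKO, at least 72.0-fold lower than in the former. Without AdWT replicate 2 this limit was at least 19.6-fold. *Atp2a1* had counts of 208, 1214 and 38 against 8, 10 and 14, a log2 fold change of -5.41 (standard error 1.24, adjusted *p* = 0.817 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Tcap*, *Tnnc2* and *Mylpf* the log2 fold changes were -4.89 (standard error 1.15), -3.50 (standard error 0.808) and -2.64 (standard error 0.622). The library labelled AdWT replicate 2 had the highest value in 20 of the 24 muscle genes of the list with at least 10 counts in total. Without it the median of the list was -0.82 (and -2.58 without AdWT replicate 3, when 18 genes pass the filter), the log2 fold change of *Atp2a1* -3.55 and that of *Mylpf* -1.63. With the mean of the muscle list as a covariate, which takes the list's own difference out by construction, the median was -0.10. *Tnnt3*, whose 16 rows were all at 0, and *Myh4* could not be measured in these counts.
In the list of 30 genes of glycolysis and gluconeogenesis, 14 could be tested, 9 lower and 5 higher in the libraries labelled AdKO. The median log2 fold change was -0.07, with an adjusted *p* of 0.628 in camera. With each library left out in turn, the median lay between -0.14 and -0.03. Without the isoforms typical of muscle, 10 genes were left, 5 higher and 5 lower, with a median of 0.003 and the same adjusted *p*. No gene of either list had an adjusted *p* under 0.05, over the list alone or over all rows tested, while 2 and 1 genes had an unadjusted *p* under 0.05. The direction of these differences follows the labels, which the low count of the targeted gene neither bears out nor rules out.

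**Figure D3:**
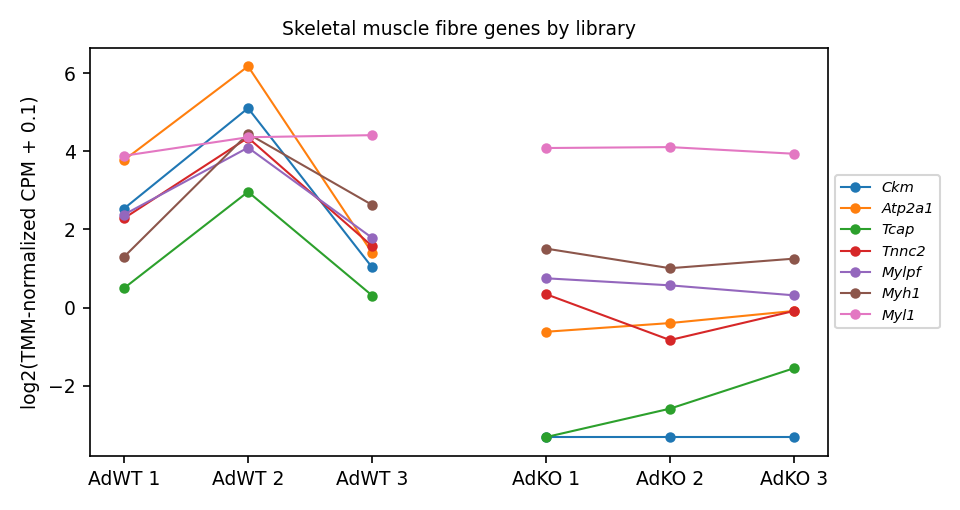
Expression of 7 skeletal muscle genes in each library, as log2 of TMM-normalized CPM plus 0.1, with 1 line per gene and libraries ordered by label and replicate. *Ckm*, *Atp2a1*, *Tcap*, *Tnnc2*, *Mylpf* and *Myh1* are highest in AdWT replicate 2, while *Myl1*, with counts between 225 and 343, is not.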

In line with the gene expression data and in vivo phenotyping, metabolic terms such as “Glycolysis/Gluconeogenesis” and “Steroid catabolic process” were enriched, but we also noted strong enrichment of pathways related to muscle development and function in both the RNA-Seq and ChIRP (Figure 5, E and F). Although beige adipocytes are not uniform in origin and function, some are thought to arise from myogenic-like cells (50). More recently, it has been shown that canonical genes involved in muscle function, including those involved in Ca^2+^ cycling, can drive UCP1-independent beige fat thermogenesis (23, 51). In addition, optogenetic stimulation of Ca^2+^ cycling fat thermogenesis in iWAT increases whole-body energy expenditure (52). Unexpectedly, we identified *Lexis* binding peaks in the genomic region of several general Ca^2+^ cycling target genes including *Atp2a2* and *PrKaa1*, suggestive of direct interactions between *Lexis* and the Ca^2+^ cycling signaling pathway (Figure 5G and Supplemental Figure 5F). Thus, we reasoned that, in addition to affecting canonical thermogenesis, *Lexis* could directly target the Ca^2+^ cycling pathway to affect heat dissipation. Among the genes involved, *Atp2a2* specifically caught our attention because its encoding protein SERCA2b is the key regulator of UCP1-independent beige fat thermogenesis signaling (23, 51) and *Atp2a2* had a one of the top-enriched *Lexis* binding peaks (Figure 5G and Supplemental Figure 5D). Cardiac muscle function or development was also enriched in analysis of deposited gene expression data sets of UCP1-independent thermogenic activation (Supplemental Figure 5G). *Lexis* binds upstream of the *Atp2a2* transcription start site (TSS) (Figure 5G). Interestingly, computational analysis using “LongTarget” predicted DNA binding for *Lexis* at *Atp2a2* (53, 54) near the ChIRP site (Supplemental Figure 5H). In addition, we performed ChIRP-qPCR to verify RNA-chromatin interactions between the *Lexis* and *Atp2a2* genomic regions (Figure 5H) (31). Intriguingly the *Lexis* binding site is near H3K27ac, H3K4me1, and H3K4me2 histone marks, which are associated with the higher activation of transcription of nearby genes (Supplemental Figure 5G) (55, 56).

To identify the key transcriptional regulators affected by *Lexis*, we performed genome-wide motif analysis of *Lexis*-enriched binding sites from the chromatin pulldown assays. Unbiased interrogation revealed high enrichment of the closely related T cell factor/lymphoid enhancer binding factor family (TCF/LEF) members, including TCF7, TCF7L2, and LEF (Figure 5I). TCF7L2, a downstream transcriptional effector of the Wnt/β-catenin signaling pathway, has been extensively associated with metabolic disease in human genetic studies (57–60). Specifically, variants at TCF7L2 were found to have the strongest association with type II diabetes in human GWAS (61). Adipose tissue–specific deletion of TCF7L2 led to increased adipose mass and body mass in the response to HFD, the opposite phenotype of *Lexis* knockout mice (62–65). Binding patterns of TCF7L2 may vary depending on cell line and conditions, but ChIP-Seq analysis from public data sets showed binding of TCF7L2 in a number of human cell lines at Atp2a2 (Supplemental Figure 5I). Motif interrogation identified multiple potential binding sites of TCF7L2 near the *Lexis* binding site at the Atp2a2 promoter region. To confirm TCF7L2 binding at Atp2a2, we performed ChIP-qPCR in WT and TCF7L2 KO preadipocytes (64). We confirmed binding of TCF7L2 at the endogenous promoter of Atp2a2, and no binding was observed in TCF7L2-deficient preadipocytes (Figure 5J). As a positive control, we also confirmed binding of TCF7L2 at the canonical WNT target *Axin2* (Supplemental Figure 5J). In addition, we found that TCF7L2 bound the Atp2a2 gene region in iWAT and, interestingly, its binding was modestly but significantly enhanced in *Lexis*-KO cells (Figure 5J). Complementing this approach, electromobility shift assays confirmed TCF7L2-Atp2a2 DNA interaction. The use of a competitive inhibitor abolished the TCF7L2 binding to the ATP2a2 probe, indicating that the binding of TCF7L2 to Atp2a2 is sequence dependent. TCF7L2 antibody further increased the mobility shift of the TCF7L2-Atp2a2 complex (super shift), suggesting that the binding of the *Atp2a2* probe involves TCF7L2 (Supplemental Figure 5K). Collectively, these results indicate the *Lexis* is enriched at TCF7L2 binding sites and hint that *Lexis* may modulate the activity of TCF7L2 at target genes including Atp2a2.

### Effects of Lexis on gene expression are dependent on TCF7L2.

To better understand the functional relationship among *Lexis*, TCF7L2, and Atp2a2, we probed for SERCA2 alterations as a consequence of loss of *Lexis*. In vivo, adipose-specific loss of *Lexis* enhanced SERCA2 expression detected by qPCR in iWAT from WD-fed mice, while the expression of other SERCAs was not significantly altered (Figure 6A). In addition, we treated *Lexis*-AdKO mice and *Lexis*-AdWT mice with the PPARγ agonist rosiglitazone for 7 days (Supplemental Figure 6B) (66) and noted an increase in *Ucp1*, *Cox8b*, and *Serca2 in Lexis*-AdKO (although Serca2 was not significant) in iWAT without an increase in TCF7L2 or PRDM16 (Supplemental Figure 6A). Although the trend was for increased expression, not all genes bound by *Lexis* showed significant changes in gene expression in the *Lexis*-KO (Supplemental Figure 6B).

Increased SERCA2 is associated with enhanced Ca^2+^ cycling (1, 23). We therefore compared the intracellular Ca^2+^ level in SVF from iWAT of *Lexis*-AdKO mice and *Lexis*-AdWT mice with norepinephrine (NE) treatment. Cell Ca^2+^ staining showed higher intracellular Ca^2+^ levels after NE stimulation in SVFs from *Lexis*-AdKO mice compared with *Lexis*-AdWT mice (Figure 6, B and C). In agreement with these results, intracellular Ca^2+^ concentration measurement by detecting fluorescence activity showed moderate but significantly higher NE-stimulated intracellular Ca^2+^ in *Lexis*-AdKO SVFs (Supplemental Figure 6B). Consistent with the increase in UCP1 and calcium cycling, differentiated SVF induced by browning cocktail from iWAT of *Lexis*-AdWT mice or *Lexis*-AdKO mice showed an increase in maximal respiration (Figure 6D). Taken together, these data suggest that effects of *Lexis* on energy expenditure and body weight may not be exclusively dependent on UCP1. To directly underpin the contributions of UCP1-independent heat dissipation, we treated *Ucp1*-KO mice with control or *Lexis* ASO. *Lexis* ASO–treated mice had lower weight gain compared with controls and showed enhanced *Atp2a2* (Figure 6, E and F). Notably, genetic deletion or pharmacological inhibition of Atp2a2 by thasigargin diminished the oxygen consumption rate (OCR) difference imparted by loss of *Lexis* (Figure 6G and Supplemental Figure 6, D and E), suggesting at least some of the effects of *Lexis* are dependent on *Atp2a2*. Collectively, these results also indicate that the *Lexis* effects on adiposity do not hinge on changes in UCP1.

To test the dependency of *Lexis* effects on TCF7L2, we treated control or TCF7l2 null adipocytes (Supplemental Figure 6, F and G) with *Lexis* ASO or control ASO. In line with other results, both Serca2 and Ucp1 were higher due to loss of *Lexis* in control adipocytes (Figure 6, H and I). However, the gene expression changes were abrogated in TCF7L2 null cells (Figure 6, H and I, and Supplemental Figure 6, H–J), suggesting the regulatory effect of *Lexis* on SERCA2, UCP1, and other thermogenic genes were dependent on TCF7L2 in adipocytes. It should be noted that not all genes regulated by *Lexis* in vivo were highly sensitive to loss of TCF7L2 in the SVF model (example, *Cidea;* Supplemental Figure 6I). Taken together, these results suggest that the effect of *Lexis* on thermogenic gene expression requires TCF7L2.

## Discussion

In this paper, we identify a diet and thermoresponsive lncRNA as a critical determinant of WAT energy expenditure. Adipose tissue thermogenesis is tightly orchestrated by coordinate transcriptional events that couple environmental cues to bioenergetic changes (4). Cold exposure, exercise, and cachexia activate beiging in white adipose depots through the activity of panadipocyte factors such as PPARγ and beige-specific mediators such as PRDM16 (4). Although much is known about synchronized control mechanisms that activate beiging, little is known about how beige adipocytes are “turned off” or impoverished during thermoneutral exposure or DIO. The identification of a PPARγ/*Lexis* axis fills fundamental gaps on this front. Loss of *Lexis* had no effect on thermogenesis during cold exposure, perhaps due to the almost nondetectable levels of *Lexis* during cold. However, calorie-rich feeding or thermoneutral exposure activates PPARγ and, in turn, *Lexis,* which suppresses beige adipocyte enrichment. It is conceivable that this adaptive mechanism exists to minimize energy utilization and prioritize fat storage. PPARγ, like other type II nuclear receptors, induces gene expression in response to endogenous mediators (fatty acids) or pharmacologic stimulation, but despite direct binding of PPARγ at thermogenic gene promoters, their expression is only induced by PPARγ under certain conditions, even when endogenous receptor ligands are highly enriched. The discovery of a role for *Lexis* in modulating thermogenic genes offers insights as to how nuclear receptors can dynamically fine-tune transcriptional outputs and expands the metabolic contributions of noncoding gene regulatory circuits.

lncRNAs have emerged as important mediators in biology, with many functioning at the interface of chromatin and the genome. However, we lack mechanistic understanding for the vast majority of functional lncRNA effects, since RNA-centric interrogation approaches, although invaluable, can be tedious and require substantial optimization (32). For example, techniques such as ChIRP and RNA antisense purification (RAP) provided crucial insights into the molecular activities of *Xist*, arguably the best-characterized lncRNA, but have been rarely used to study metabolism (33, 34). Here, we used similar unbiased chromatin affinity assays to map the binding sites and motif preferences of *Lexis*. Aligned with our functional studies, we find that *Lexis* bound genes involved in canonical thermogenesis, but unexpectedly, *Lexis* also directly targeted ATP2a2, a UCP1-independent mediator of heat dissipation, by regulating calcium flux (20, 23). These results imply that canonical and noncanonical thermogenesis are coordinately integrated within white adipose depots. In addition, we found that *Lexis* is preferentially enriched at binding sites of the WNT transcriptional mediator TCF7L2. *Lexis* effects were dependent on TCF7L2, and interestingly, mice lacking TCF7L2 in adipose tissue showed a phenotype opposite that of the *Lexis* KO (64). It is known that polymorphisms at TCF7L2 are strongly associated with risk of diabetes, obesity, and other metabolic disturbances, hinting that our results may be relevant for human disease. Furthermore, our findings expand the repertoire of opposing interactions between PPARγ and WNT/β-catenin in shaping adipose fate (63). It is known that WNT activation inhibits adipogenesis and its tight regulation is important for proper organismal development (62); however, the role and mechanisms of WNT signaling in mature adult adipose depots have proven to be more difficult to elucidate. Notably, temporospatial control of WNT activity in specific adipose populations would be challenging to accomplish, and it is often difficult to disentangle cell-autonomous versus secondary effects when disrupting endogenous WNT regulators in KO models. Our work here circumvents some of these challenges, suggesting that TCF7L2 plays a direct role in thermogenic gene regulation.

The effort to understand the cellular origins of beige cells under conditions where they are highly enriched, such as cold exposure or excessive β-adrenergic signaling, has attracted substantial attention (1, 67), but multiple lines of evidence suggest that adipose thermal homeostasis may be physiologically relevant even in the absence of such signals. For example, knockout of PRDM16 in beige adipocytes in a DIO model is associated with increased weight and metabolic disturbances (18). In addition, a number of groups have identified regulated cell populations in mouse iWAT expressing thermogenic markers at room temperature (68, 69). This current study expands the role of “homeostatic” thermoregulation, highlighting the existence of unique regulatory circuits that temper beige cell enrichment in response to HFD feeding and thermoneutrality. Our single-cell analysis identified a number of populations expressing thermogenic markers, the majority of which did not differ between WT and KO and that had overlapping markers with other cell types, such as mature adipocytes. These results are in line with a recent single-cell atlas analysis showing that a clearly delineated murine thermogenic population in WT iWAT may be difficult to identify, especially during calorie-rich feeding (68). However, the most dominant change in our analysis is the almost exclusive enrichment in the *Lexis* AdKO of C6 cells expressing thermogenic markers. Beige adipocytes are unlikely to be uniform in origin and may be enriched in adipose depots through distinct mechanisms, including de novo differentiation of more than one progenitor cell type, conversion from mature adipocytes, or proliferation of progenitors or mature cells (3). Aligned with our results, a study published at the time of this writing used a β-catenin reporter system to show that a distinct population of beige adipocytes is driven by enhanced WNT signaling (70). It is also worth noting that a recent study tracing the origin of cold-induced beige fat suggests that the proliferative capacity of some APCs is a critical determinant of beiging (67). The same work also hints that certain populations in iWAT may possess intrinsic thermogenic activity even in the absence of adrenergic stimulation (67). Thus, it is tempting to speculate that “innate” thermogenesis in iWAT may be disease relevant and, despite some overlap, employs unique regulatory mechanisms compared with adaptive thermogenic responses in the same adipose depot. Future work will expand on the mechanisms involved in regulation of thermogenic populations in response to specific environmental cues.

The significance of lncRNAs is occasionally questioned owing to their subtle effects in KO models or in vivo perturbations (71, 72), but our work suggests that context is critical to interpretation. Loss of *Lexis* under cold exposure, the canonical condition that stimulates beiging, resulted in no major phenotypic differences. These results stand in contrast to differences between WT and KO under thermoneutral conditions and dietary stress. Intriguingly, different isoforms of *Lexis* dominate in adipose tissue versus liver and future work will focus on the biochemical and structural basis for *Lexis* function as well as deciphering different domains that may be required for its activity. Our previous work showed that *Lexis* directly interacts with RALY and antagonizes its broad transcriptional coactivator properties (29, 73). Interestingly, lethal yellow, a classic mouse model of obesity and insulin resistance, is characterized by a spontaneous mutation that leads to deletion of RALY and overexpression of the neighboring agouti gene (74). Although the dominant ectopic of agouti is thought to be the sole contributor to obesity in lethal yellow (75), based on this work, we ponder whether loss of *Raly* may at least in part contribute to the metabolic disturbances in lethal yellow. Notably, variants in RALY are associated with cardiometabolic abnormalities (76, 77). Finally, this work provides evidence that a nontissue selective *Lexis* ASO treatment offers partial protection from weight gain in a DIO model, forecasting that specific inhibition of *Lexis* in adipose depots may be beneficial in metabolic diseases.

## Methods

Detailed methods are provided in Supplemental Methods. See complete unedited blots in the supplemental material. All the materials including antibodies, reagents, kits, enzymes, inhibitors, mice, and cell lines as well as their recourses are included in Supplemental Table 2.

### Cell culture.

All preadipocytes were cultured in DMEM with 10% FBS. The TCF7L2 WT and TCF7L2 KO preadipocytes were generated as previously described (64). Preadipocytes were differentiated according to previous protocols with minor modifications (78, 79). Adipose-derived mesenchymal stem cells (PCS-500-011) were purchased from ATCC and cultured and differentiated according to ATCC protocol.

### Animals.

All mice used in the study were on a C57BL/6 background. Most experiments used mice approximately 10 to 12 weeks old. Mice were fed chow diet, WD, or HFD (Research Diet) and housed in a temperature-controlled room under a 12-hour light/12-hour dark cycle and pathogen-free conditions. *Lexis* global KO mice and TCF7L2^fl^ mice were generated per our previous study (29, 64). *Lexis^fl^* mice were generated by Cyagen Biotechnology. Adipose tissue–specific KO mice and littermate controls were generated by crossing *Lexis^fl^* with Adipoq-cre mice (Jackson Laboratory) as a strategy outlined in Supplemental Figure 3A. *Ucp1*-KO mice were bought from Jackson Laboratory. Experiments used male or female mice as indicated, except thermoneutrality studies included a mix of both. *Ucp1*-KO mouse experiments were pooled from 2 smaller studies, since we were not able to generate a sufficient number of *Ucp1*-KO in a single cohort.

### Single-nucleus RNA-Seq.

Nuclei of iWAT were isolated from WD-fed male mice using a protocol slightly modified from recent publications (38, 39). We performed 10× Genomics single-nucleus RNA-Seq at the USC Norris Molecular Genomics Core (Los Angeles, California, USA) immediately after nuclei isolation.

### Chromatin-affinity assays.

ChIRP qPCR in preadipocytes was performed according to previous publication (46). A total of 50 million GW1929-treated preadipocytes (24 hours) were used for each replicate. The sequences of probes and primers are provided in Supplemental Table 3. The HiChIRP assay was performed according to the published protocol with modifications (30). A total of 100 million GW1929-treated preadipocytes (24 hours) were used for each replicate, and 2 replicates were performed for each group. As negative control, RNase A and RNase H were added (2 μg per million cells). Libraries were paired end sequenced by NovaSeq S4 with read lengths of 150 bp at the Broad Stem Cell Research Center (BSCRC) Sequencing Core at UCLA. For the data analysis, raw reads were uniquely mapped to reference mouse genome (mm9) using Bowtie2 (80). MACS2 was used for peak calling (81, 82). Motif analysis was performed using *Lexis* genomic binding sites and visualized by PscanChIP and MotifStack (83, 84).

### Statistics.

Unless specified, a 2-tailed, nonpaired Student’s *t* test or ANOVA with multiple comparisons (more than 2 experimental groups) was used to determine statistical significance. A *P* value of less than 0.05 was considered significant. Data are represented as mean ± SD or mean ± SEM, as specified in figure legends. Group sizes were based on statistical ANOVA and prior experience with similar in vivo studies. For analysis of energy expenditure, data were generated by the indirect calorimetry experiments as previously described (85), using the method provided by the National Institute of Diabetes and Digestive and Kidney Diseases (NIDDK) Mouse Metabolic Phenotyping Centers using their Energy Expenditure Analysis page (http://www.mmpc.org/shared/regression.aspx) or CalR 1.3 (86).

### Study approval.

All experiments were approved by the UCLA Institutional Animal Care and Research Advisory Committee and performed in accordance with the recommendations in the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

### Data availability.

All the deep sequencing data generated in this paper have been submitted to the NCBI’s Gene Expression Omnibus database (GEO GSE215870, GSE216272, and GSE216608). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

TS conceptualized the project. TS and ZZ designed the research. TS secured funding for the project. ZZ, VS, DW, MJT, XW, JK, PR, and SZ performed the research and analyzed data. YC, LC, ZZ, and WL performed the computational analysis. ZZ, MJT, PR, PT, and CJV provided valuable resources and assisted with results interpretation. ZZ and TS drafted the manuscript. All authors participated in the editing process, brought intellectual input, and approved the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
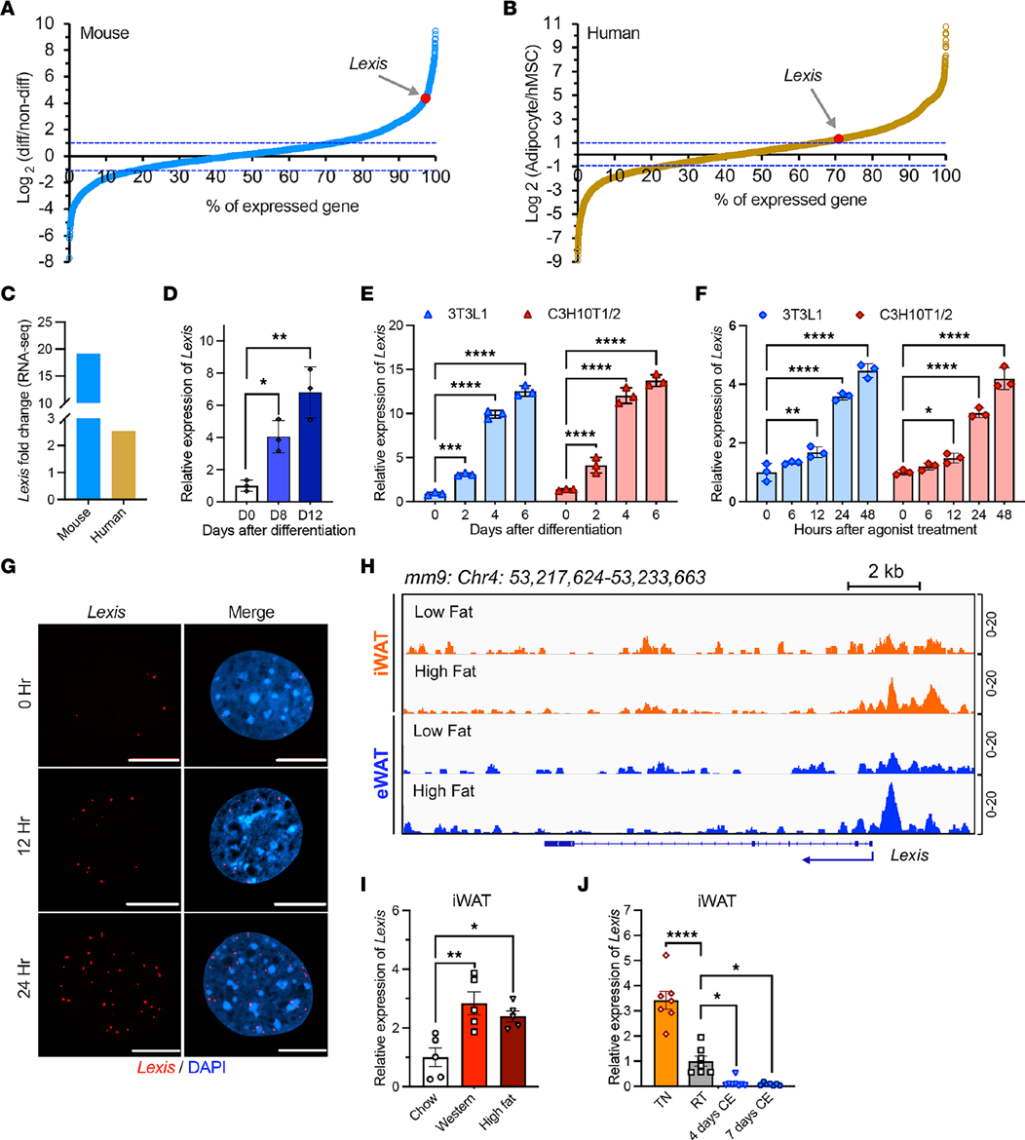
*Lexis* is regulated by PPARγ in adipose depots. (**A**) Fold change of lncRNAs in murine adipocytes after differentiation day 5 (Diff) compared with day 0 (non-diff) (from GEO GSE94654). (**B**) Fold change of lncRNAs in differentiated adipocytes (Diff) compared with nondifferentiated human mesenchymal stem cells (hMSCs) (from GEO GSE151324). (**C**) *Lexis* expression (human orthologue is putative) in differentiated versus nondifferentiated based on RNA-Seq data in **A** and **B**. (**D**) qPCR analysis in human adipose-derived mesenchymal stem cells (ADMSCs) (day 0) or differentiated adipocytes induced at day 8 or day 12 (*n* = 3 per group). (**E**) qPCR analysis of in C3H10T1/2 and 3T3L1 cells treated with differentiation cocktail (*n* = 3 per group). (**F**) qPCR analysis of C3H10T1/2 and 3T3L1 treated with PPARγ agonist GW1929 (20 nM) (*n* = 3 per group). (**G**) Single-molecule RNA-FISH targeting *Lexis* in C3H10T1/2 cells treated with vehicle or PPARγ agonist GW1929 (20 nM). Nuclear DNA was labeled with DAPI. Scale bars: 10 μm. (**H**) ChIP-Seq peaks of PPARγ iWAT and eWAT from GEO GSM2433426 (iWAT, low fat), GSM2433425 (iWAT, HFD), GSM2433449 (eWAT, low fat), and GSM2433453 (eWAT, HFD). (**I**) qPCR in iWAT from 10-week-old male mice placed on WD or HFD for 2 weeks (*n* = 5 per group). (**J**) qRT-PCR in iWAT from 8- to 10-week-old male mice under different thermal conditions, 7 days thermoneutrality (TN), 4 days cold exposure (CE), 7 days CE or room temperature (RT). *n* = 7 (TN, RT, and 7 days CE); *n* = 8 (4 days CE). Data are represented as mean ± SD (**D**, **E**, and **F**) and mean ± SEM (**I** and **J**). *P* values were calculated either by 1-way ANOVA (**D**, **I**, and **J**) or 2-way ANOVA (**E** and **F**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 2:**
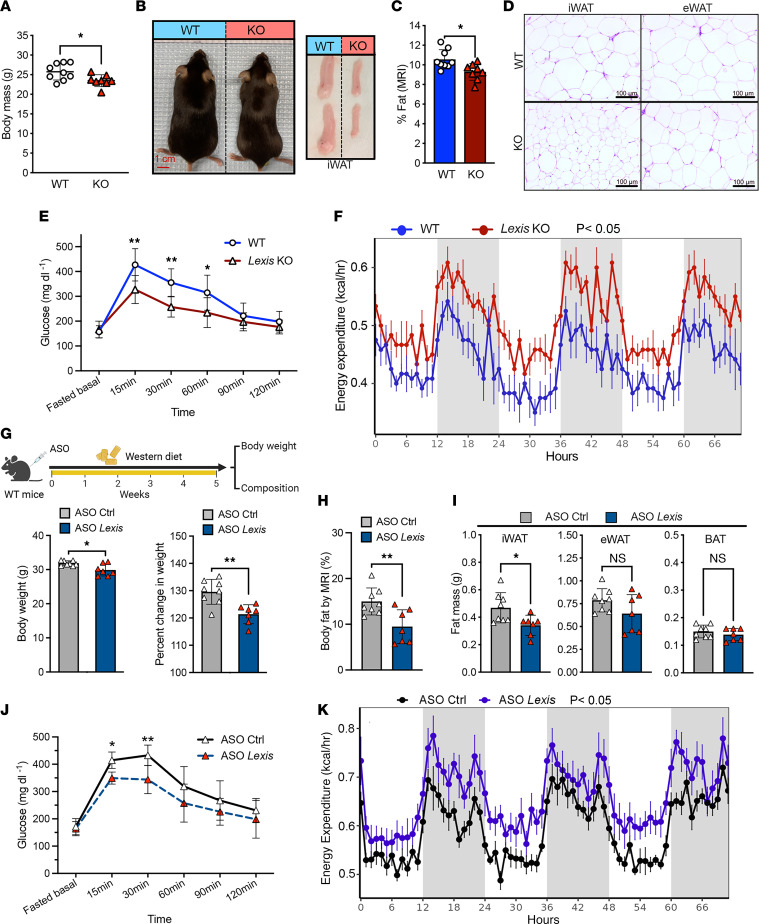
Loss of *Lexis* leads to lean phenotype. (**A**) Body mass after 3 weeks of WD feeding of *Lexis* WT or *Lexis-*KO mice (WT, *n* = 9; KO, *n* = 8). (**B**) Gross appearance and iWAT depot from WT or *Lexis-*KO mice. (**C**) Body fat composition determined by EchoMRI (WT, *n* = 9; KO, *n* = 8). (**D**) H&E staining of iWAT and eWAT from WT mice or *Lexis-*KO mice. Scale bars: 100 μm. (**E**) Glucose tolerance test (GTT) performed on male mice (*n* = 6 per group). (**F**) Energy expenditure from WT or *Lexis-*KO mice measured by indirect calorimetry (*P* = 0.0106, *n* = 6 per group). (**G**) Body weight and percentage changes of body mass from baseline of male mice treated with ASO control (Ctrl) or ASO *Lexis* placed on WD (Ctrl, *n* = 8; ASO *Lexis*, *n* = 7). (**H**) Body fat composition of mice in **G** determined by EchoMRI (Ctrl, *n* = 8; ASO *Lexis*, *n* = 7). (**I**) Fat depot mass after WD feeding (Ctrl, *n* = 8; ASO *Lexis*, *n* = 7). (**J**) GTT performed on mice after WD feeding (*n* = 9 per group). (**K**) Energy expenditure in ASO Ctrl or ASO *Lexis* mice using indirect calorimetry after WD feeding (*n* = 9 per group, *P* < 0.05 using either total body mass or lean body mass as covariates). Data in **A**, **C**, **E**, and **G**–**J** are represented as mean ± SD. Data in **F** and **K** are represented as mean ± SEM. *P* values were calculated by unpaired *t* test (**A**, **C**, **G**, **H**, and **I**) or by 2-way ANOVA (**E** and **J**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Analysis of covariance (ANCOVA) was used for **F** and **K**.

**Figure 3:**
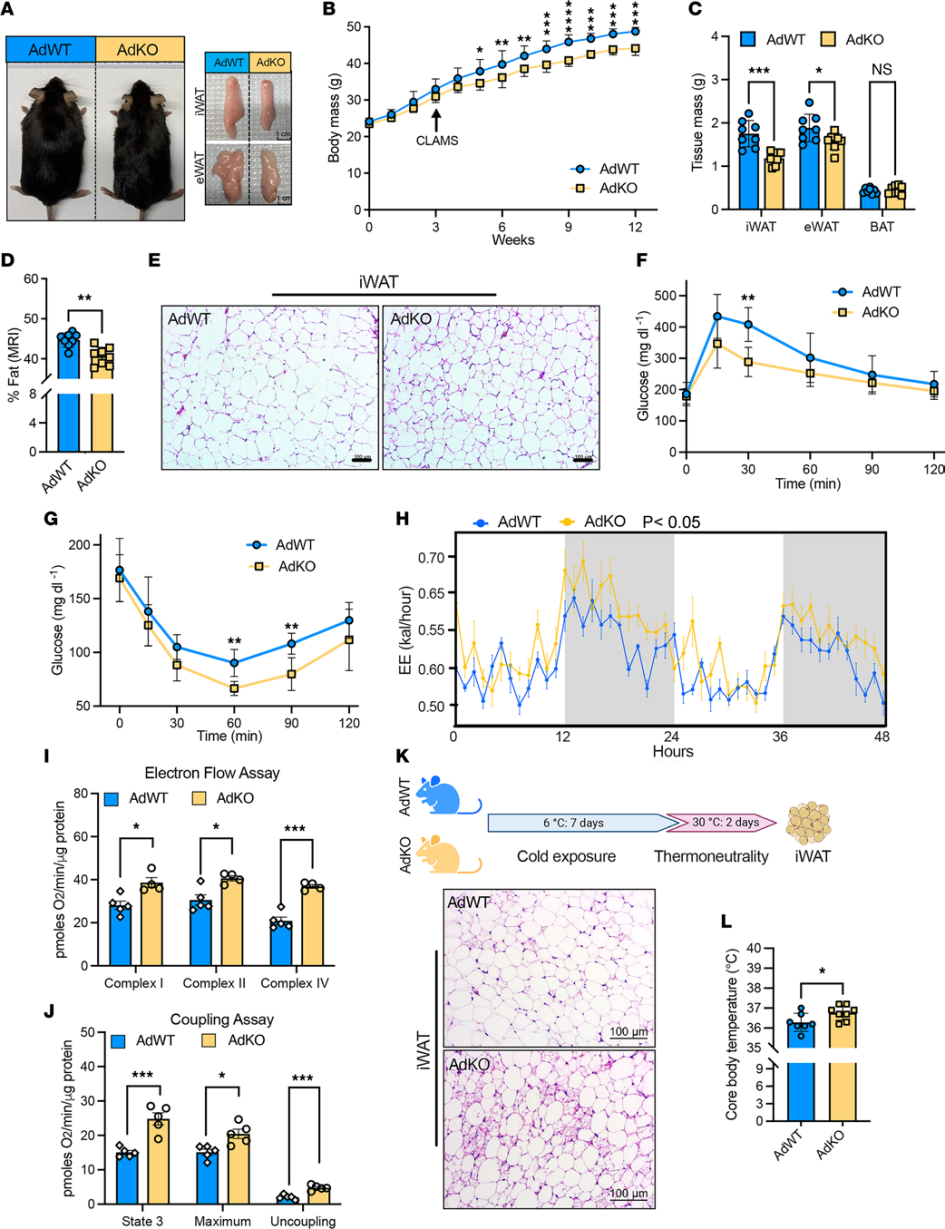
Adipose-specific deletion of *Lexis* counteracts DIO by increasing energy expenditure. (**A**) Gross appearance of *Lexis* adipose tissue–specific KO mice (AdKO) or littermate control mice (AdWT) and their adipose depots after 12 weeks of WD. (**B**) Body weight of AdKO or AdWT on WD (male, *n* = 8). (**C**) Fat pad mass after 12-week WD feeding (*n* = 8). (**D**) Body fat composition of 12-week WD-fed mice determined by EchoMRI (*n* = 8). (**E**) H&E staining of iWAT from mice in **B**. Scale bars: 100 μm. (**F**) Intraperitoneal glucose tolerance test administered on WD (male, *n* = 8). (**G**) Intraperitoneal insulin tolerance test on WD (Male, *n* = 8). (**H**) Energy expenditure (EE) using indirect calorimetry in male mice after 3 weeks on a WD, showing the mean value per hour ± SEM (*n* = 10, *P* < 0.05 by ANCOVA using either total body mass or lean body mass as covariates). (**I** and **J**) Average OCR in electron flow (**I**) and coupling Figure 3 (**J**) assays of mitochondria isolated from differentiated SVF from iWAT of AdKO or AdWT mice (**I**, *n* = 5 for AdWT, *n* = 4 for AdKO; **J**, *n* = 5 per group). (**K**) Schematic of experiment and H&E staining of iWAT. Scale bars: 100 μm. (**L**) Core body temperature measured from **K** (AdWT, *n* = 7, 5 male, 2 female; AdKO, *n* = 8, 5 male, 3 female). Data are represented as mean ± SD (**B**–**D**, **F**, **G**, and **L**) or mean ± SEM in Figure 2 (**H**, **I**, and **J**). *P* values were calculated by unpaired *t* test (**C**, **D**, **I**, **J**, and **L**) or 2-way ANOVA (**B**, **F**, and **G**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 4:**
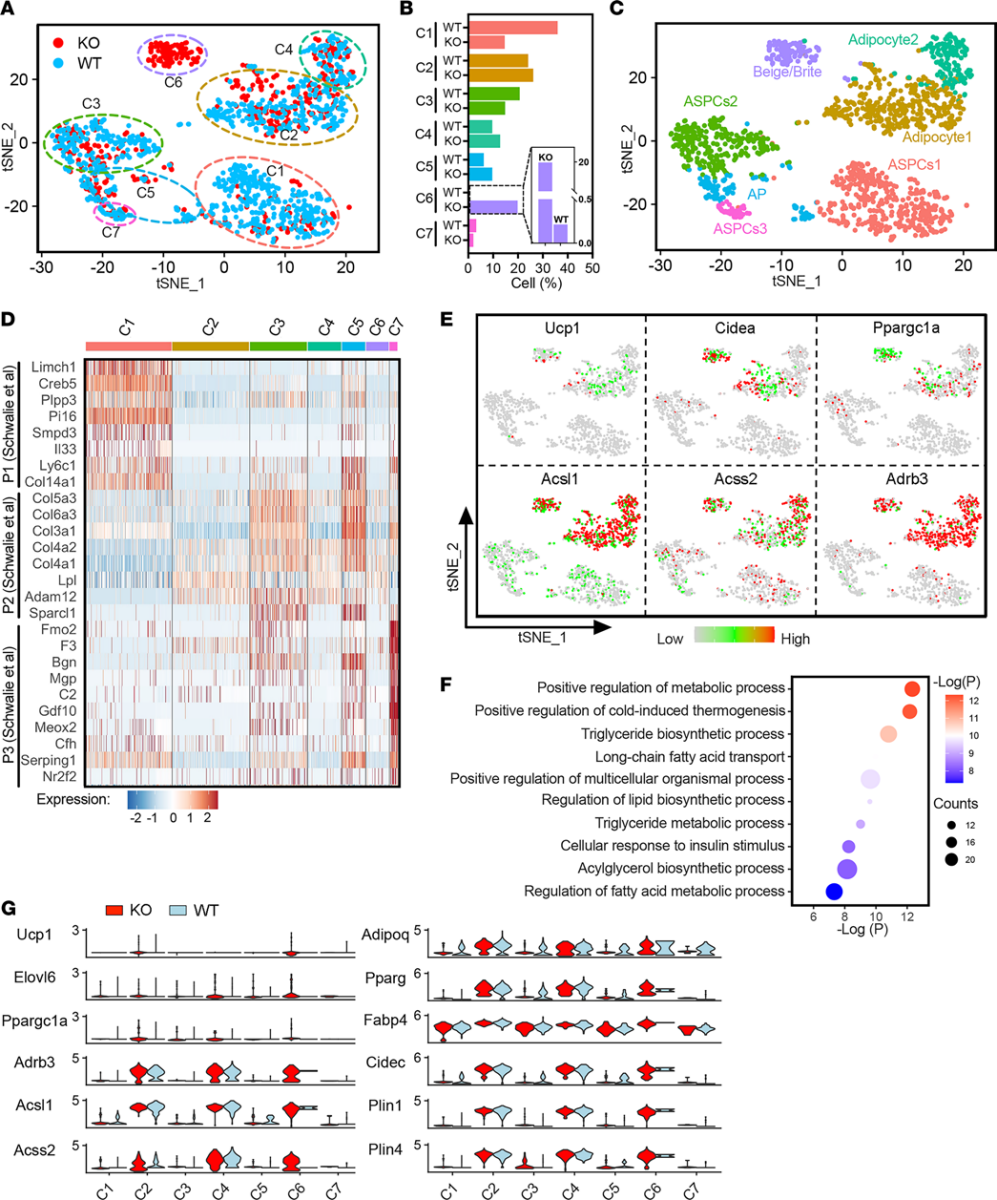
Loss of *Lexis* from adipose enriches for thermogenic populations. (**A**) t-Distributed stochastic neighbor embedding (tSNE) map of adipocyte-related subpopulation of adipose nuclei isolated from the iWAT of *Lexis*-AdWT mice (WT) and *Lexis*-AdKO mice (KO). (**B**) Fraction of WT and KO cells across each adipocyte-related subpopulation relative to the total number of adipocyte nuclei. (**C**) Annotation of adipocyte-related subpopulation derived from cluster-specific gene expression analysis (Supplemental Figure 3 G and Supplemental Table 1). (**D**) Heatmap showing average expression of genes as population markers identified by Schwalie et al., (43) in our identified adipocyte subpopulations. (**E**) tSNE plots highlighting the expression of representative thermogenic genes in adipocyte subclusters. (**F**) Function annotation of C6 subcluster in **B**. Top 10 functional terms (GO Biological Process) shown. (**G**) Normalized expression in different adipocyte subclusters under WT or KO group.

**Figure 5:**
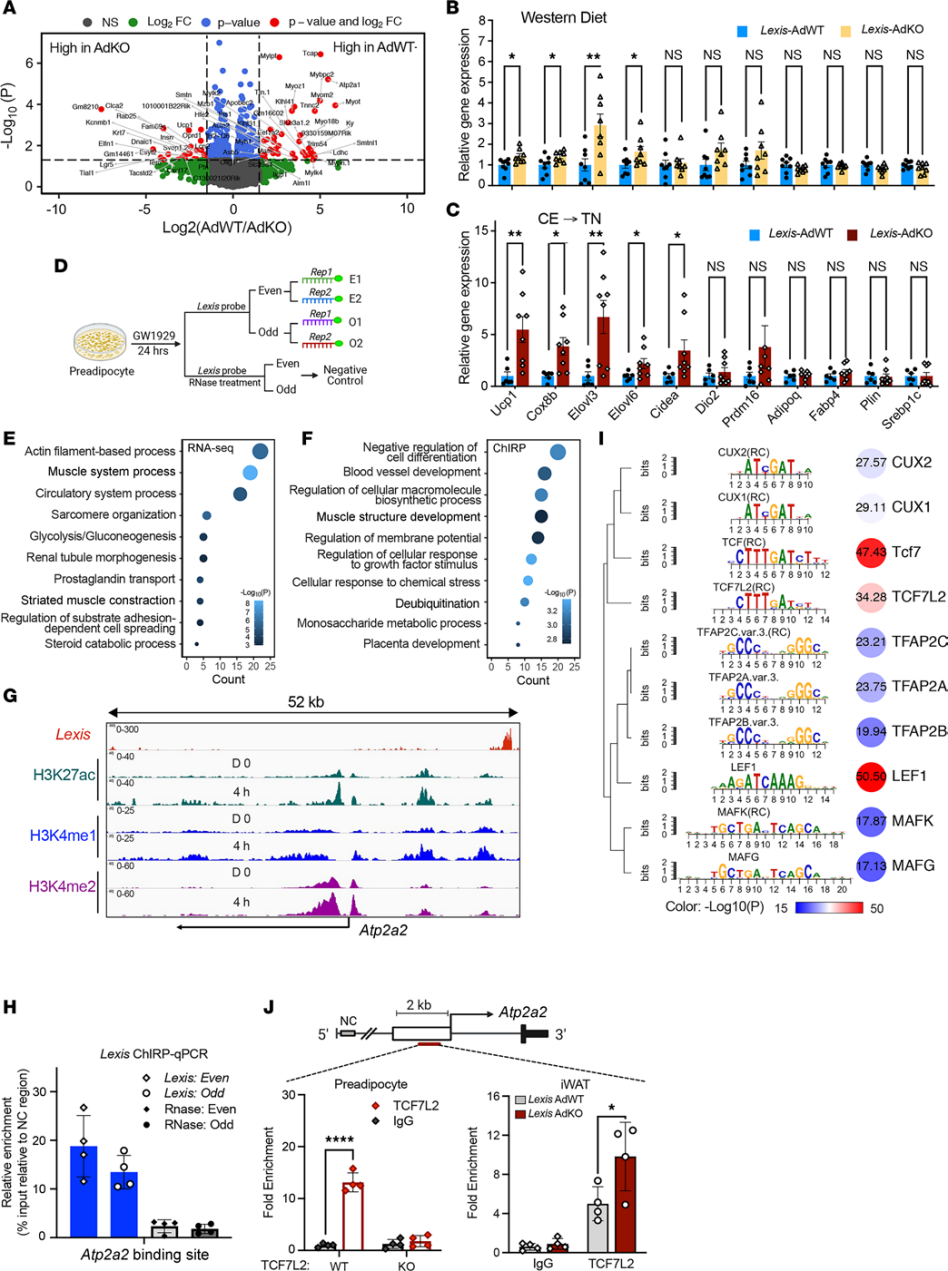
Systemic identification of *Lexis “*interactome” shows direct contact with Atp2a2 promoter region. (**A**) Volcano plot of RNA-Seq data in the iWAT of mice fed 12-week WD (*n* = 3 per group). Red dots indicate the gene highly expressed in AdWT or AdKO group (Cutoff: fold change [FC] > 1.5 and *P* < 0.05). (**B**) Gene expression by qRT-PCR in the iWAT of 12-week WD-fed mice in Figure 3 (**B**) (*n* = 8 per group). (**C**) Gene expression by qRT-PCR in the iWAT of mice given temperature stress in Figure 3 (**I**) (*n* = 6 for *Lexis*-AdWT; *n* = 8 for *Lexis*-AdWT). (**D**) Experimental schematic *Lexis* chromatin-affinity assay. (**E**) Top enriched pathways analyzed by Metascape using the data from *Lexis* RNA-Seq in **A**. (**F**) Top enriched pathways analyzed by Metascape using the data from **D**. (**G**) Representative peaks of *Lexis*, H3K27ac ChIP-Seq, H3K4me1 ChIP-Seq, and H3K4me2 ChIP-Seq on Atp2a2 promoter region. *Lexis* peaks are from this experiment and other ChIP-Seq from data sets under GEO GSE56872 and GSE95533. (**H**) *Lexis* ChIRP-qPCR using primers targeting binding sites of *Lexis* at Atp2a2 in 10T1/2 cells treated with 24 hours of GW1929 (*n* = 4 per group). (**I**) Motif analysis based on *Lexis*-enriched contact sites. The values in the circles revealed the −log_10_ (*P* value). (**J**) TCF7L2 ChIP-qPCR performed in TCF7L2 WT or TCF7L2 KO preadipocytes (left) or in iWAT of *Lexis* WT (*Lexis* AdWT) or *Lexis*-KO (*Lexis*-AdKO) mice with 1 week of thermoneutrality (*n* = 4 per group). Data are represented as mean ± SD (**H** and **J**) or mean ± SEM (**B** and **C**). *P* values were calculated by unpaired *t* test (**B**, **C**, and **J**). *P < 0.05; **P < 0.01; ****P < 0.0001.

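Figure 5A labels 25 genes on the side of AdWT and 15 on the side of AdKO. Of the 25, 23 had their highest value in the library labelled AdWT replicate 2, and in 9 this library held more than 80% of the summed CPM of its group. In 12 of the 25 the groups did not overlap. Of the 15 labels on the side of AdKO, 10 were highest in AdKO replicate 3, and the groups did not overlap in 7. Figure 5A labels these genes from these same libraries, so their separation is not independent evidence. *Gm8210*, an annotated pseudogene on chromosome 1 from 43246001 to 43246483 whose reads other genomic copies could share, had counts of 0, 2 and 2 in the libraries labelled AdWT and 316, 407 and 1 in those labelled AdKO. *Oprd1* had 0, 7 and 4 against 31, 16 and 15, a log2 fold change of 2.50 (standard error 0.718). The filter on low counts kept 7 of the 25 and 3 of the 15 labelled genes for the test, and all 10 had an unadjusted *p* under 0.05 and a fold change over 1.5.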

**Figure 6:**
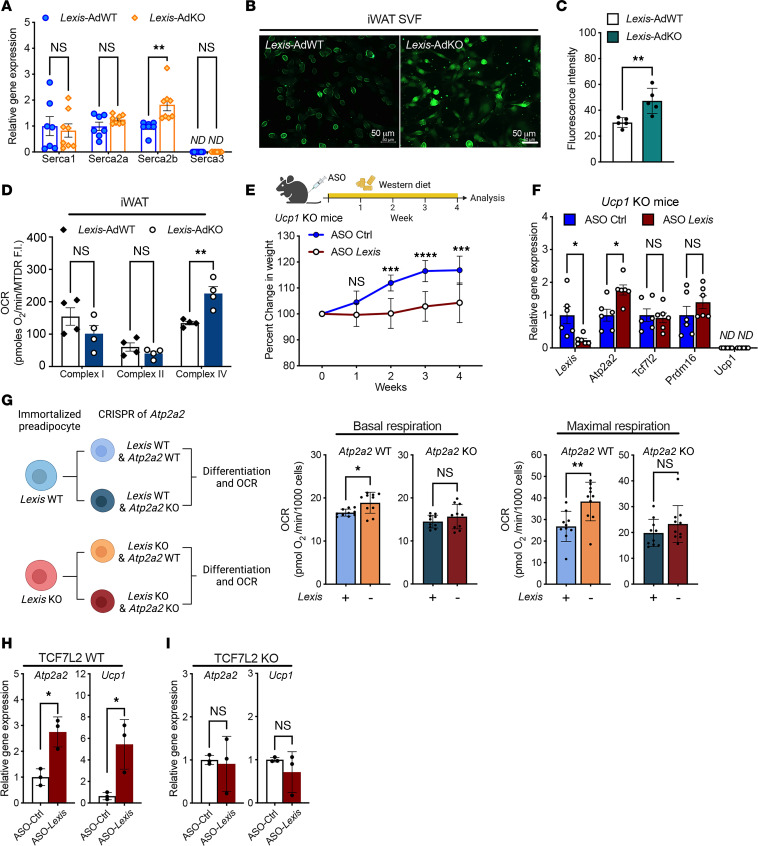
TCF7L2 is required for the effects of *Lexis* on thermogenesis. (**A**) Relative mRNA levels of Serca1, Serca2 (Serca2a and Serca2b, coded by Atp2a2), and Serca3 in iWAT of *Lexis*-AdWT or *Lexis*-AdKO mice 12-week WD-fed detected by qRT-PCR (*n* = 7 for *Lexis*-AdWT; *n* = 8 for *Lexis*-AdKO). (**B**) Images of fluorescent intracellular Ca^2+^ levels in SVF from *Lexis*-AdWT or *Lexis*-AdKO mice with NE stimulation. (**C**) Fluorescence intensity quantification of **B** (*n* = 5 per group). (**D**) Average OCR using iWAT from *Lexis*-AdWT or *Lexis*-AdKO mice (*n* = 4 per group). OCR was normalized to mitochondrial content. (**E**) Ucp1-KO male mice (10–12 weeks) treated with ASO Ctrl or ASO *Lexis* (*n* = 6 per group). (**F**) Gene expression by qRT-PCR from iWAT of mice from **E**. (**G**) Schematic for generation of *Atp2a2*-KO preadipocytes. Preadipocytes in each condition were induced by browning cocktail for 5 days and OCR was detected (*n* = 10 per group). Basal and maximal respiration shown. (**H**) Gene expression of Atp2a2 and Ucp1 detected by qRT-PCR from TCF7L2 WT preadipocytes treated with ASO Ctrl or ASO *Lexis* (*n* = 3 per group). (**I**) Gene expression of Atp2a2 and Ucp1 detected by qRT-PCR from TCF7L2-KO treated with ASO-Ctrl or ASO-*Lexis* (*n* = 3 per group). Data are represented as mean ± SEM (**A**, **D**, and **F**) or mean ± SD (**C**, **E**, **G**, **H**, and **I**). *P* values were calculated by either unpaired *t* test (**A**, **C**, **D**, **F**–**I**) or 2-way ANOVA (**E**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

# Supplementary material for: A PPARγ/long noncoding RNA axis regulates adipose thermoneutral remodeling in mice
**Source:** J Clin Invest. 2023 Nov 1;133(21):e170072. doi: 10.1172/JCI170072
**Supplement:** Supplemental data

## Supplemental Material

### A PPAR $\gamma$ -long noncoding RNA axis regulates adipose thermoneutral remodeling in mice

#### Table of Contents

## **Supplemental Methods**

### **Cell culture**

C3H/10T1/2 (10T1/2), 3T3L1, TCF7L2 WT and TCF7L2 KO preadipocytes were cultured in DMEM with 10% FBS. The TCF7L2 WT and TCF7L2 KO preadipocytes were generated as previously described (1). Preadipocytes were differentiated according to previous protocols with minor modifications (2, 3). Briefly, for whitening cocktail treatment, 1 million cells were plated in 6-well plate grown overnight or until confluence, then induced by 2 ml differentiation cocktail (Insulin: 5 µg/ ml; dexamethasone: 0.5 µM; GW1929: 50 nM; IBMX: 0.5 mM) for 2 days, followed by adding maintenance media (Insulin: 5 µg/ ml). For browning cocktail treatment, 2 ml browning cocktail (Insulin: 5 µg/ml; dexamethasone: 0.5 µM; IBMX: 0.5 mM; T3: 1 nM; Indomethacin: 0.125 mM; GW1929: 50 nM or rosiglitazone: 1 uM) was added and changed to maintenance media (Insulin: 5 µg/ ml, T3: 1nM, GW1929: 50 nM or rosiglitazone: 1 uM) after two days.

Adipose-Derived Mesenchymal Stem Cells (ADMSC, PCS-500-011) were purchased from ATCC. For cell culture, Mesenchymal Stem Cell Basal Medium (ATCC, PCS-500-030) plus one Mesenchymal Stem Cell Growth Kit (ATCC, PCS-500-040) were used according to ATCC recommended protocol. Cells were split and grown to 70-80% confluency using Trypsin-EDTA for Primary Cells (ATCC, PCS-999-003) and the Trypsin Neutralizing Solution (ATCC, PCS-999-004). To induce adipocyte differentiation, cells were cultured in 6-well plate at 37°C with 5% CO<sub>2</sub> for 48 hours before differentiation with 2 ml/ well of Adipocyte Differentiation Initiation Medium containing Adipocyte Basal Medium and AD Supplement at a ratio of 15:1. Cells were incubated at 37°C with 5% CO<sub>2</sub> for 48 hours followed by 2 ml/ well of pre-warmed Adipocyte Differentiation Maintenance Medium containing Adipocyte Basal Medium and ADM Supplements (supplied in Mesenchymal Stem Cell Growth Kit) at the ratio of 17:1. RNA was collected in Trizol at D0, D8 and D12 post induction.

### **Animals**

All mice used in the study were in C57BL/6 background. Most experiments used ~10-12 weeks old mice. Mice were fed chow diet, western or high-fat diet (Research Diet) and housed temperature-controlled room under a 12-h light/12-h dark cycle and pathogen-

free conditions. *Lexis* global knockout mice and TCF7L2<sup>flox</sup> mice were generated per our previous study (4) (1). *Lexis*<sup>flox</sup> mice were generated by Cyagen Biotechnology using gene-targeting technology. Adipose tissue specific knockout mice and littermate controls were generated by crossing with Adipoq-cre mice (Jackson Laboratory) using the strategy outlined in Supplemental Figure 3 (A) were created in our previous study. *Ucp1* KO mice were bought from Jackson Laboratory (003124, Jackson Laboratory). Experiments used male or female mice as indicated except thermoneutrality studies included a mix of both. *Ucp1* KO mice experiments were pooled from two smaller studies since we were not able to generate a sufficient number of *Ucp1* KO in a single cohort.

#### ***Anti-sense oligonucleotide (ASO) studies***

Acute *Lexis* antisense oligonucleotide (ASO) studies were performed as we previously described (2, 4). Male mice at 9-10 weeks of age were intraperitoneally injected with control or *Lexis* ASO at the dose of 25 mg /kg twice a week. Body weight was measured weekly and body composition was determined by EchoMRI Body Composition Analyzer.

#### ***Diet-induced Obesity Studies***

The majority of studies used mice aged 8-12 weeks old and fed a calorie-rich diet (Western Diet, D12079B, Research Diet). Although in pilot studies we tested Western and High Fat diet, we used Western Diet for most experiments because the induction of *Lexis* was noted to be highest. Body composition was determined by EchoMRI analysis (EchoMRI, 3-in-1). For the food intake experiment, mice were singly housed in standard housing and fed chow or western diets. The mass of diet administered and consumed was recorded daily over a period of seven days and shown as gram of diet per mouse per day.

#### ***Thermal stress challenge***

For the thermoneutrality studies, mice were group housed in monitored climate-controlled facilities maintained on a 12 h light–dark cycle at a constant temperature of 30 °C. For chronic cold exposure studies, mice were group housed and placed at 6°C with bedding and free access to food and water. The rectal temperature of mice was monitored using Bioseb rodent thermometer (BIOSEB)

### ***Metabolic chamber studies***

Energy expenditure was measured using male mice by indirect calorimetry with chow or Western Diet feeding as indicated in figure legend (Oxymax CLAMS, Columbus Instruments). We detected the body composition and body mass right before the calorimetry experiments. The indirect calorimetry experiment generated data was analyzed using CalR (5).

### ***Glucose tolerance tests (GTT) and insulin tolerance tests (ITT)***

GTT and ITT were performed using our previous described method (2). Briefly, for glucose tolerance tests, we fasted the mice for 6 hours and then challenged them with an IP injection of glucose with the amount of 1 g kg<sup>-1</sup> (according to lean mass or total body mass as indicated in figure legends). For insulin tolerance tests, we fasted the mice for 6 hours and i.p. injected insulin with the amount of 1 U kg<sup>-1</sup>. Blood glucose levels were detected at different time points as shown in the figures using the ACCUCHEK active glucometer (Roche).

### ***Cellular and Mitochondrial Respiration assay***

Tissue OCR was measured through the Mitochondrial and Metabolism Core at UCLA using mitochondrial isolated from iWAT samples according to previous publications with modification (6, 7). Briefly, frozen iWAT samples were stored in -80 °C until use in the Seahorse experiments. Frozen tissues were thawed on ice and homogenized in 1 mL MAS buffer (70 mM sucrose, 220 mM mannitol, 5 mM KH<sub>2</sub>PO<sub>4</sub>, 5 mM MgCl<sub>2</sub>, 1 mM EGTA, 2 mM HEPES pH 7.2) with 15-20 strokes in a Dounce tissue homogenizer. Homogenates were centrifuged at 20,000 × g for 10 minutes at 4 °C, the supernatant was removed, and the pellet was resuspended in 75 µL MAS buffer. The sample was then centrifuged at 500x g and the supernatant was collected. Protein concentrations were determined by BCA assay kit (Thermo Fisher). Homogenates were loaded into Seahorse XF96 microplate at 4 µg/ well in MAS buffer (20 µL each well) and centrifuged at 2,000× g for 5 minutes at 4 °C. After centrifugation the volume was increased to 150 µL by adding 130 µL MAS containing cytochrome c (10 µg/mL). Substrate injections at port A included final concentrations of 1 mM NADH to determine the respiratory capacity of mitochondrial Complex I or 5 mM succinate with 2 µM rotenone to determine the respiratory capacity of mitochondrial Complex II. The following compounds were

injected sequentially to final concentration of 2  $\mu$ M rotenone with 4  $\mu$ M antimycin A (Port B); 0.5 mM TMPD with 1 mM ascorbic acid (Port C); and 50 mM azide (Port D). OCR rates were measured using Seahorse XF96 Extracellular Flux Analyzer (Agilent Technologies) and normalized to mitochondrial content quantified by MitoTracker Deep Red (MTDR). Homogenates were stained with 500 nM MTDR for 10 minutes followed by two wash steps to remove the dye (Thermo Fisher). MTDR fluorescence was read on a Tecan Spark plate readers (Ex: 633 nm; Em: 678 nm).

For oxygen consumption rate (OCR) detection in adipocytes differentiated from SVF, 40,000 beige adipocytes were plated in each well of a XF24-well cell culture plate in 100  $\mu$ L of DMEM culture media. After 2 hours attachment, another 400  $\mu$ L DMEM culture media was added and allowed to attach overnight. The culture media was replaced the next day with MAS buffer (70 mM sucrose, 220 mM mannitol, 10 mM KHPO<sub>4</sub>, 5 mM MgCl<sub>2</sub>, 2 mM HEPES, 1.0 mM EGTA and 0.2 % fatty acid-free BSA) containing 40  $\mu$ M palmitoyl-carnitine and 500  $\mu$ M malate. Plasma membrane was permeabilized with Plasma Membrane Permeabilizer reagent (Agilent) according to the manufacturer protocol. OCR was measured before and after the sequential injections of 2.5  $\mu$ M oligomycin, 4  $\mu$ M FCCP, and 4  $\mu$ M antimycin A for the coupling assay, and 2  $\mu$ M rotenone, 10 mM succinate, 4  $\mu$ M antimycin A, and 100  $\mu$ M TMPD for the electron flow assay, using an XF24 Seahorse Bioscience instrument. UCP1-dependent respiration was assessed by injecting 1 mM GDP and represents the GDP-sensitive respiration. All OCRs were normalized by protein using a Bradford assay after respirometry measures. OCR detection using immortalized preadipocytes in CRISPR KO or thapsigargin treatment experiments was performed through the Mitochondrial and Metabolism Core at UCLA. Briefly, 15,000 preadipocytes were placed in each well of Seahorse XF96 microplate, induced by browning cocktail for 5 days and then measured using an XF96 Extracellular Flux Analyzer (Seahorse Biosciences). OCRs were normalized to cell numbers.

### **Gene expression analysis and immunoblot analysis**

TRIzol reagent (Invitrogen) was used for total RNA isolation. Random Hexamer Primers and Olig-dT primers were used for reverse transcription. Gene expression was quantified using cDNA by qRT-PCR using SYBR Green Master Mix (Bio-Rad) on Bio-

Rad 384 Real-time PCR instrument. Gene expression levels were determined by using a standard curve or  $2(-\Delta\Delta C(T))$  method. Each gene was normalized to the housekeeping gene 36B4. For immunoblot analysis, whole cell lysate or tissue lysate was extracted using RIPA lysis buffer (Boston Bioproducts) supplemented with complete protease inhibitor cocktail (Roche). Proteins were diluted in Nupage loading dye (Invitrogen), heated at 95 °C for 5 min, and run on 4–12% NuPAGE Bis-Tris Gel (Invitrogen). Proteins were transferred to PVDF blotting membrane (0.45 µm) blocked with 5% milk to quench nonspecific protein binding and blotted with the indicated primary antibody. For complete listing of antibodies please see Supplemental Table 2.

### **Haematoxylin & Eosin (H&E) staining**

All paraffin embedment and H&E staining in this paper was performed by the Translational Pathology Core Laboratory (TPCL) in UCLA. The iWAT tissues of mice were fixed in 10% formaldehyde overnight, washed with tap water for 15 minutes and stored in 70% ethanol before being mounted in paraffin. After Paraffin embedment, 5 µm sections were sliced and stained with haematoxylin and eosin. Images were taken with a fluorescence microscope (ZEISS).

### **Subcellular fractionation**

A total of 20 million preadipocytes were fractionated into cytosolic and nuclear compartments using detergent lysis according to published protocol with modification (8). Briefly, after collection and washing with cold PBS, cells were resuspended in cold cytoplasmic buffer (0.15% NP-40, 10 mM Tris pH 7.5 and 150 mM NaCl) and incubated on ice for 10 min. Lysates were layered onto 2.5 volumes of a chilled sucrose buffer (10 mM Tris 7.5, 150 mM NaCl, 24% sucrose) and spined at 14,000 rpm× 10 min× 4 °C. Supernatant was kept as cytoplasmic lysate. Nuclei were resuspended with glycerol buffer (20 mM Tris pH 7.9, 75 mM NaCl, 0.5 mM EDTA, 50% Glycerol and 0.85 mM DTT), then incubated by cold nuclei lysis buffer (20 mM HEPES-pH 7.6, 7.5 mM MgCl<sub>2</sub>, 0.2m M EDTA, 0.3 M NaCl, 1 M Urea, 1% NP-40 and 1 mM DTT) on ice for 10 min and spined at 14,000 rpm× 2 min× 4 °C. Supernatant was kept as nuclei lysate.

### **Stromal vascular fraction (SVF) isolation and immortalization**

SVFs were isolated from the iWAT of 4-6 weeks old mice and induced for differentiation based on previous published protocol (1, 9). SVF were immortalized by retroviral

expression of the SV40 large T antigen according to our previous publication (10). Genetic deletion by the CRISPR-Cas9 system or pharmacological inhibition of *Atp2a2* by thapsigargin (2  $\mu$ M) as previously described (11). We used the exact guide RNA sequences published by Ikeda et al., (11). To generate lentivirus vector, 1,200 ng Lenti-CRISPR v2 expressing guide RNA (or Control) and Cas9 were co-transfected with Rev (360 ng), pMDL (780 ng) and VSV-G (420 ng) into 1 million HEK293T cells in each one well of a 6-well plate. 48 hours post transfection, supernatants containing lentivirus were filtered by 0.45  $\mu$ m Millex®-HV Sterile Filter (Millipore) and used for preadipocytes infection. After infection and puromycin selection, preadipocytes were plated in Seahorse XF96 microplate with amount of 15,000 cells per well, induced for differentiation by browning cocktail and OCRs were detected as described above.

### **Intracellular calcium assay**

Intracellular calcium assays were performed from Fluo-8 Calcium Flux Assay Kit - No Wash (Abcam) according to previous publication with minor modifications (11). Briefly, SVF derived from iWAT of *Lexis*-AdWT or *Lexis*-AdWKO mice were plated in 96-well plates and followed by overnight culture. After incubating with Fluo-8 for 1 hr at RT in calcium-free Hanks' balanced salt solution, fluorescence intensity was quantified at Ex/Em = 490/525 nm. Intracellular calcium staining in SVF was performed using Fluo-8 AM, green-fluorescent calcium binding dye (Abcam, ab142773). Briefly, cells were seeded in cell culture chamber slide (Nest Scientific) at low density. Calcium indicator Fluo-8 AM was loaded at a concentration of 4  $\mu$ M for 1 hour in Hanks Balanced Salt Solution with 20 mM HEPES (HHBS buffer) in 37 °C with 5% CO<sub>2</sub>. Excess fluo-8 was removed by washing twice with 200  $\mu$ l HHBS buffer. To stimulate Ca<sup>2+</sup> transients, cells were treated by HHBS buffer containing 1  $\mu$ M NE for 2 min. The stained cells were imaged with a fluorescence microscope (ZEISS) using an FITC channel. Fluorescence intensity was quantified by ImageJ software.

### **RNA-seq and data processing**

RNA-seq was performed in Technology Center for Genomics & Bioinformatics (TCGB) at UCLA. Libraries for RNA-Seq were prepared with KAPA Stranded RNA-Seq Kit on RNA isolated from iWAT of 12 weeks western diet fed *Lexis*-AdWT or *Lexis*-AdKO mice. The data were sequenced on Illumina HiSeq 3000. RNA-seq reads were aligned with

HISAT2 to the mouse genome (mm9) (12). Differential gene expression analysis was performed using R package DEseq2 (13). 

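DESeq2 models counts per row with size factors and a Wald test, and by default it leaves rows with a low mean count or an extreme count in 1 library out of the adjustment. Run with its defaults on the deposited counts, DESeq2 gave 27 rows with an adjusted *p* under 0.05, 13 higher and 14 lower in the libraries labelled AdKO. An unadjusted *p* under 0.05 was reached by 473 rows, 197 higher and 276 lower. Adding the fold change over 1.5 of the Figure 5A legend left 97 higher and 103 lower, and a log2 fold change over 1.5 left 22 higher and 40 lower. Of the genes labelled in Figure 5A, all 25 on the side of AdWT and 14 of the 15 on the side of AdKO passed the unadjusted *p* with the fold change over 1.5, and 4 and 1 of them had an adjusted *p* under 0.05. In 26 of the 27 called rows the groups did not overlap. On the simulated counts, DESeq2 found 195 of the 200 changed genes with 25 false calls among 220. Those changes were log2 fold changes of at least 1.5, and none was in a row with low counts.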

Enrichment analysis for Gene Ontology terms among the differential expressed genes was performed using Metascape (14). For analysis of RNA-seq data download from public dataset under GEO number GSE94654 (2) or GSE151324 (15), reads were aligned to mouse genome (mm39) or human genome (GRCh38) with HISAT2 (12). FeatureCounts (16) was applied to call read counts of lncRNAs for each sample with the mice gene annotation of GENCODE (Release M31, GRCm39) or human gene annotation of GENCODE (Release 42, GRCh38.p13) (17). Differential gene expression analysis was performed using R package DEseq2 (13).

### **Chromatin-affinity assays**

Chromatin Isolation by RNA Purification (ChIRP) qPCR in preadipocytes was performed according to previous published protocol (18). Cells were treated with GW1929 for 24 hours before ChIRP steps. A total number of 50 million preadipocytes were used for each replicate and 3 replicates were performed for each group. Cells are crosslinked in 1% fresh made Glutaraldehyde for 12 min. After cell lysis, sonication was performed using Covaris E220 according to the manufacturer's protocol. The sequence of primers used for ChIRP-qPCR were provided in Supplemental Table 3. HiChIRP assay was performed according to the published protocol with modification (19). Briefly, a total of 100 million preadipocytes (pre-treated with GW1929 for 24 hours) were used for each replicate and 2 replicates were performed for each group. For negative control, RNase A and RNase H were added as the amount of 2 µg per million cells. Covaris E220 was used for sonication with the following parameters: Fill Level = 10, Duty Cycle = 5, PIP = 140, Cycles/Burst = 200, Time = 45 min. For sequencing, libraries were paired-end sequenced by NovaSeq S4 with read lengths of 150 bp at Broad Stem Cell Research Center (BSCRC) Sequencing Core at UCLA. For the data analysis, raw reads were uniquely mapped to reference mouse genome (NCBI37/mm9) using Bowtie2 (20). MACS2 was used for peak calling (21, 22). Motif analysis was performed based on *Lexis* genomic binding sites and visualized by PscanChIP and MotifStack (23, 24).

### ***Lexis* binding sites prediction**

Software "LongTarget" was used to predict DNA binding motifs and binding sites of *Lexis* in a genomic region based on potential base pairing rules between an RNA sequence and a DNA duplex according to published methods (25, 26).

### **Chromatin Immunoprecipitation (ChIP)**

ChIP was performed following previously published protocols with minor modifications (2, 27, 28). For ChIP using preadipocytes, 20 million cells were lysed and sonicated using M220 Focused-ultrasonicator (Covaris) according to the manufacturer's protocol. Chromatin was immunoprecipitated with 5 µg antibodies against TCF7L2 antibody (Cell Signaling Technology) or IgG (Millipore) overnight at 4°C. For iWAT ChIP, adipocyte nuclei isolation from 500 mg of iWAT from 10-week-old *Lexis*-AdWT or *Lexis*-AdKO mice were performed as previously described (9). After reversal of cross-linking, DNA was isolated and DNA enrichment was quantified by qRT-PCR. *Axin2* was used as positive control of TCF7L2 ChIP-qPCR according to previous publication (29). The sequence of primers used for ChIP-qPCR is provided in Supplemental Table 3.

### **RNA fluorescence in situ hybridization (RNA FISH)**

Custom design RNA FISH probes against *Lexis* were designed using Stellaris FISH probe designer and ordered from Stellaris (LGC Biosearch Technologies). Sequences of RNA FISH Probes were provided in Supplemental Table 3. Probes were labeled with Quasar® 570 Dye and single molecule RNA FISH was performed according to Stellaris® RNA FISH protocol. For nuclei staining, slides were mounted with ProLong Diamond Antifade Mountant with DAPI (ThermoFisher Scientific). Fluorescent signals were captured using a laser scanning confocal microscope (SP80, Leica).

### **Electrophoretic Mobility Shifting Assay (EMSA)**

EMSA was performed to determine the binding of TCF7L2 to the *Atp2a2* promoter region bearing one putative TCF7L2 recognition site (Sequences in Supplemental Table 3) in preadipocyte. The corresponding 3' end biotin labeled oligonucleotides were synthesized by Integrated DNA Technology (IDT). Nuclear extracts were prepared using the NE-PER Nuclear Extraction Reagent Kit (ThermoFisher Scientific). The LightShift EMSA Kit (ThermoFisher Scientific) was used for binding reaction according to the manufacturer's protocol. 20 fM concentration of labeled duplex DNA and 4 mg of nuclear protein extract were used in the reaction. For super-shift, we added 1 µl of

TCF7L2-specific ChIP grade antibody (Cell Signaling Technology) to nuclear extract proteins for 30 min at room temperature before adding labeled probes. The electrophoresis was performed by running reaction mix on 5% native agarose gel in 0.5X TBE buffer. After transfer onto a positively charged nylon membrane (ThermoFisher Scientific), DNA-protein complex was crosslinked by UV and visualized with Horseradish Peroxidase-Conjugated Streptavidin (ThermoFisher Scientific).

### **Single-nucleus RNA-seq**

#### ***Isolation of nuclei from iWAT of western diet fed mice***

We isolated the nuclei of iWAT from western diet fed male mice using a protocol slightly modified from recent publications (30, 31). Briefly, iWAT from 3 mice of *Lexis-AdWT* group or *Lexis-AdWT* group were isolated (without lymph node) pooled (according to group) and minced. 2 ml NIB buffer (250 mM Sucrose, 10 mM HEPES, 1.5 mM MgCl<sub>2</sub>, 10 mM KCl, 0.001% IGEPAL CA-630, 0.2 mM DTT, 0.5 U/μL RNase inhibitor) were added to 400 mg pooled iWAT, then homogenized with 2 ml glass dounce homogenizer. After filtering through 70 μm cell strainer, another 2 ml NIB was added to the filtered homogenate and centrifuged at 1000 g × 10 min × 4 °C. The lipid layer was aspirated, pellet was resuspended in the remaining supernatant and then transferred to a new pre-cooled 5 ml DNA low binding tube on ice and added 2 ml NIB. Nuclei were pelleted by centrifuging at 500 g × 10 min × 4 °C, resuspended in 100 μL NRB (1% BSA in PBS, 0.04 U/ μL RNase inhibitor) and filtered through a 40 μm tip strainer. 15,000 nuclei were taken out and resuspended in NRB as previous protocol described (30, 31).

#### ***10x Genomics single-nucleus RNA sequencing***

We performed 10x Genomics single-nucleus RNA sequencing at USC Norris Molecular Genomics Core immediately after nuclei isolation. Single cell RNA sequencing was prepared using 10x Genomics 3' v3.1 (Cat number: 1000092) following manufacturer's protocol. Samples were parsed into single nuclei using 10x Genomics Chromium Controller and libraries were simultaneously prepared. Prepared single cell RNA sequencing libraries were sequenced on the Illumina Novaseq6000 platform at a read length of 28x 90 and read depth of 50,000 reads/ cell for 5000-7000 cells.

#### ***Single-nucleus RNA-sequencing analysis***

Sequencing data was package and analyzed using 10x Genomics Cell Ranger analysis tool. The R package Seurat (V4) was used to cluster the cells in the merged matrix (32). Subclusters were annotated using the marker genes according to previous publications and online databases including “PanglaoDB” and “CellMarker” (30, 31, 33-36). GO annotation of “Biological Process” was performed using Enrichr (37).

Supplemental Figures

Supplemental Figure 1

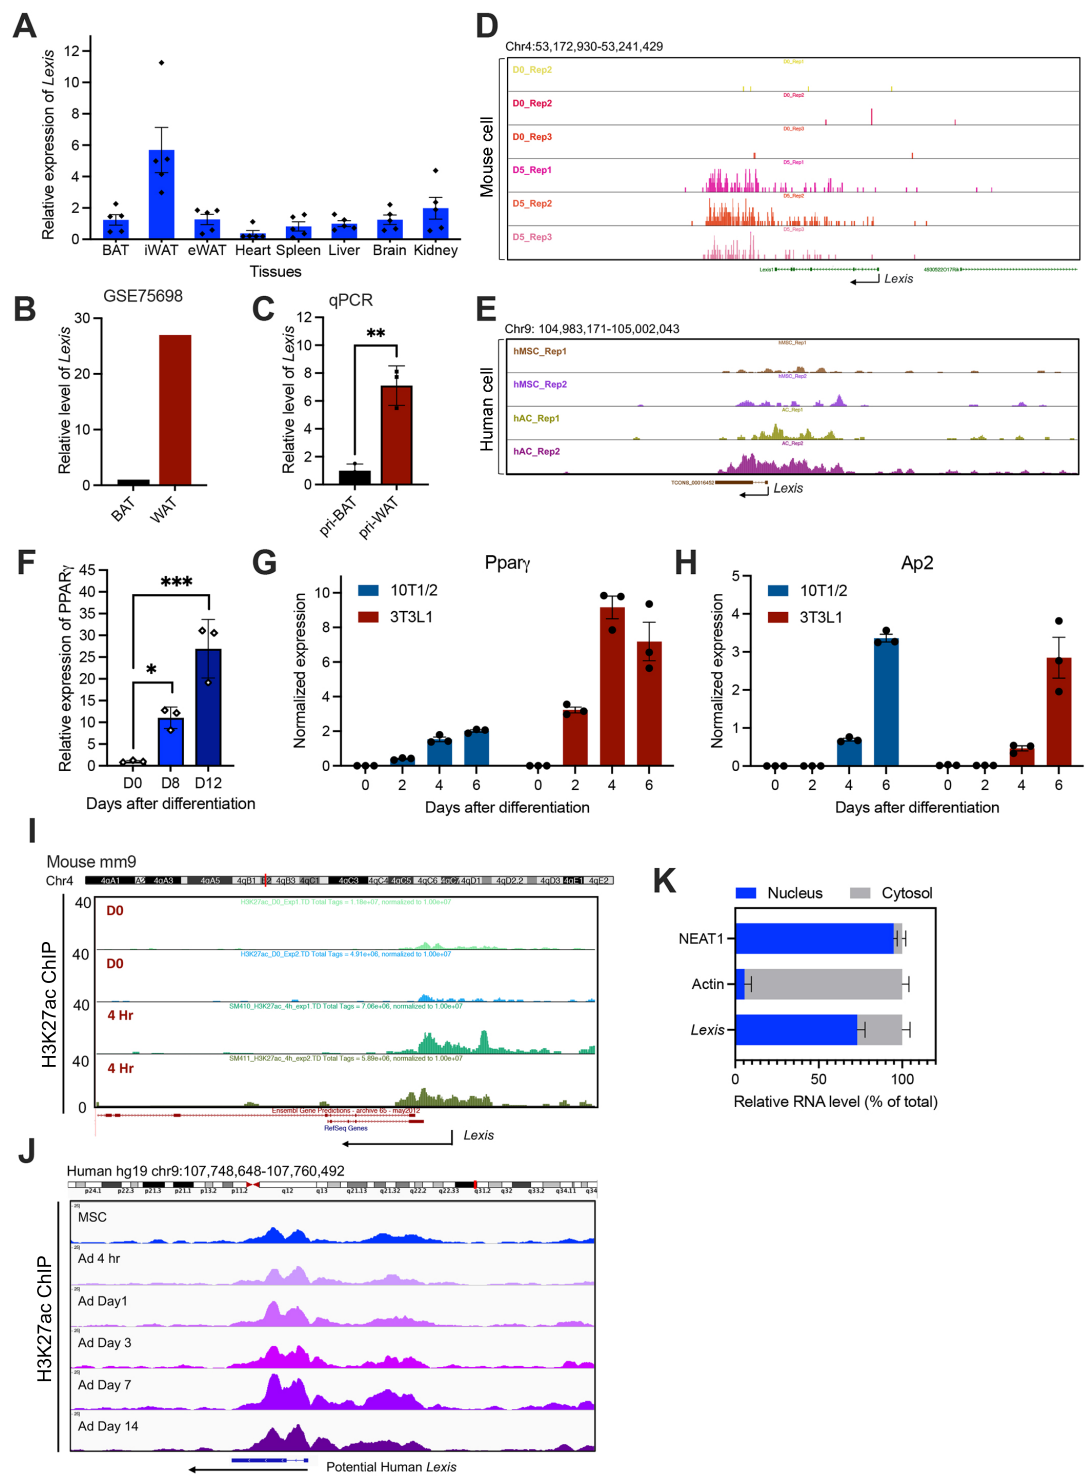

**Supplemental Figure 1. *Lexis* expression in adipose tissues.** **(A)** qPCR analysis harvested from 10 weeks old male mice on chow diet (n= 5). Data shown as mean  $\pm$  SEM. **(B)** Relative levels of *Lexis* in from subcutaneous WAT (iWAT) and interscapular BAT (iBAT) published under dataset under GEO number: GSE75698. **(C)** qPCR from SVFs isolated from iWAT or iBAT (n= 3). Data shown as mean  $\pm$  SD. **(D and E)** RNA-seq browser tracks near the *Lexis* region in mouse and human. **(F)** qPCR analysis in human ADMSC or differentiated adipocytes induced at Day 8 or Day 12 (n= 3). Data was shown as mean  $\pm$  SD. **(G and H)** qPCR analysis in C3H10T1/2 and 3T3L1 preadipocyte cells treated with differentiation cocktail (mean  $\pm$  SEM, n= 3). **(I and J)** Representative peaks near *Lexis* promoter region from ChIP-seq of H3K27ac performed in murine (I) or human cells (J). Data is from published dataset under GEO: GSE56872 and GSE95533 (mouse), GSE113253 (human). **(K)** qRT-PCR analysis of RNAs purified from fractionated compartments in C3H10T1/2 (n= 3). The nuclear paraspeckle assembly transcript 1 (NEAT1) and Actin were used as controls for the nuclear and cytoplasmic fractions, respectively. Data shown as mean  $\pm$  SD. P-value calculated by unpaired t-test for supplemental Figure 1(C) or 1-way ANOVA for supplemental Figure 1(F). \*: p < 0.05, \*\*: p < 0.01, \*\*\*: p < 0.001.

Supplemental Figure 2

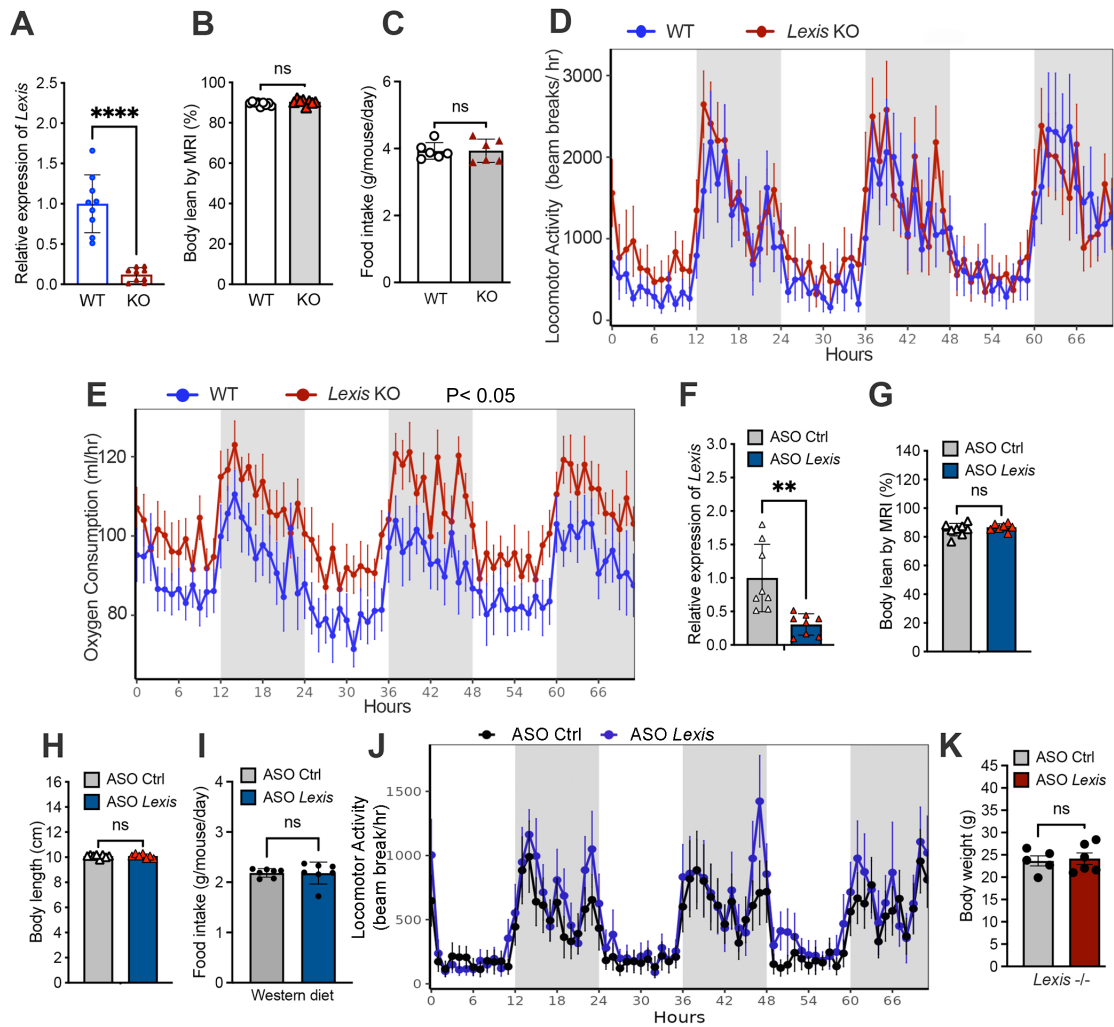

**Supplemental Figure 2. Global deletion or ASO inhibition of *Lexis* lowers body weight in mice.** (A) Expression of *Lexis* was detected by qRT-PCR from iWAT of *Lexis* WT or KO mice (n=9 per group). (B) Body lean composition of mice in Figure 2(A) was determined by EchoMRI (WT: n=9, KO: n= 8). (C) Food consumption from WT or *Lexis* KO mice (n=6 per group). (D) Local activity was detect using *Lexis* KO mice or WT mice (n= 6 per group, P= 0.4443 by ANCOVA). (E) VO2 was detect using *Lexis* KO mice or WT mice (n= 6 per group, P= 0.0128). (F) ASO knockdown efficiency in iWAT detected by qRT-PCR (n= 8 per group). (G) Lean composition of ASO Control or ASO *Lexis* mice from Figure 2(G) were determined by EchoMRI (Ctrl: n= 8, ASO *Lexis*: n= 7). (H) Body length of western diet fed ASO Control or ASO *Lexis* mice from Figure 2(G) (Ctrl: n= 8, ASO *Lexis*: n= 7). (I) Food consumption from ASO Control or ASO *Lexis* mice (n=7 per group). (J) Local activity was detect using *Lexis* KO mice or WT mice (n= 9 per group, P> 0.05). (K) Body weight in *Lexis* KO mice treated with ASO-Ctrl (n= 5) or ASO-*Lexis* (n= 6) and fed with western diet. Data was shown as mean values  $\pm$  SD in Supplemental Figure 2 (A), (B), (C), (F), (G), (H) and (I), as mean values  $\pm$  SEM in Supplemental Figure 2 (D), (E), (J) and (K). P-value was calculated either by unpaired t-test: supplemental Figure 2 (A), (B), (C), (F), (G), (H), (I) and (K), or by ANCOVA: supplemental Figure 2 (D), (E) and (J). \*\*: p < 0.01, \*\*\*\*: p < 0.0001.

# Supplemental Figure 3

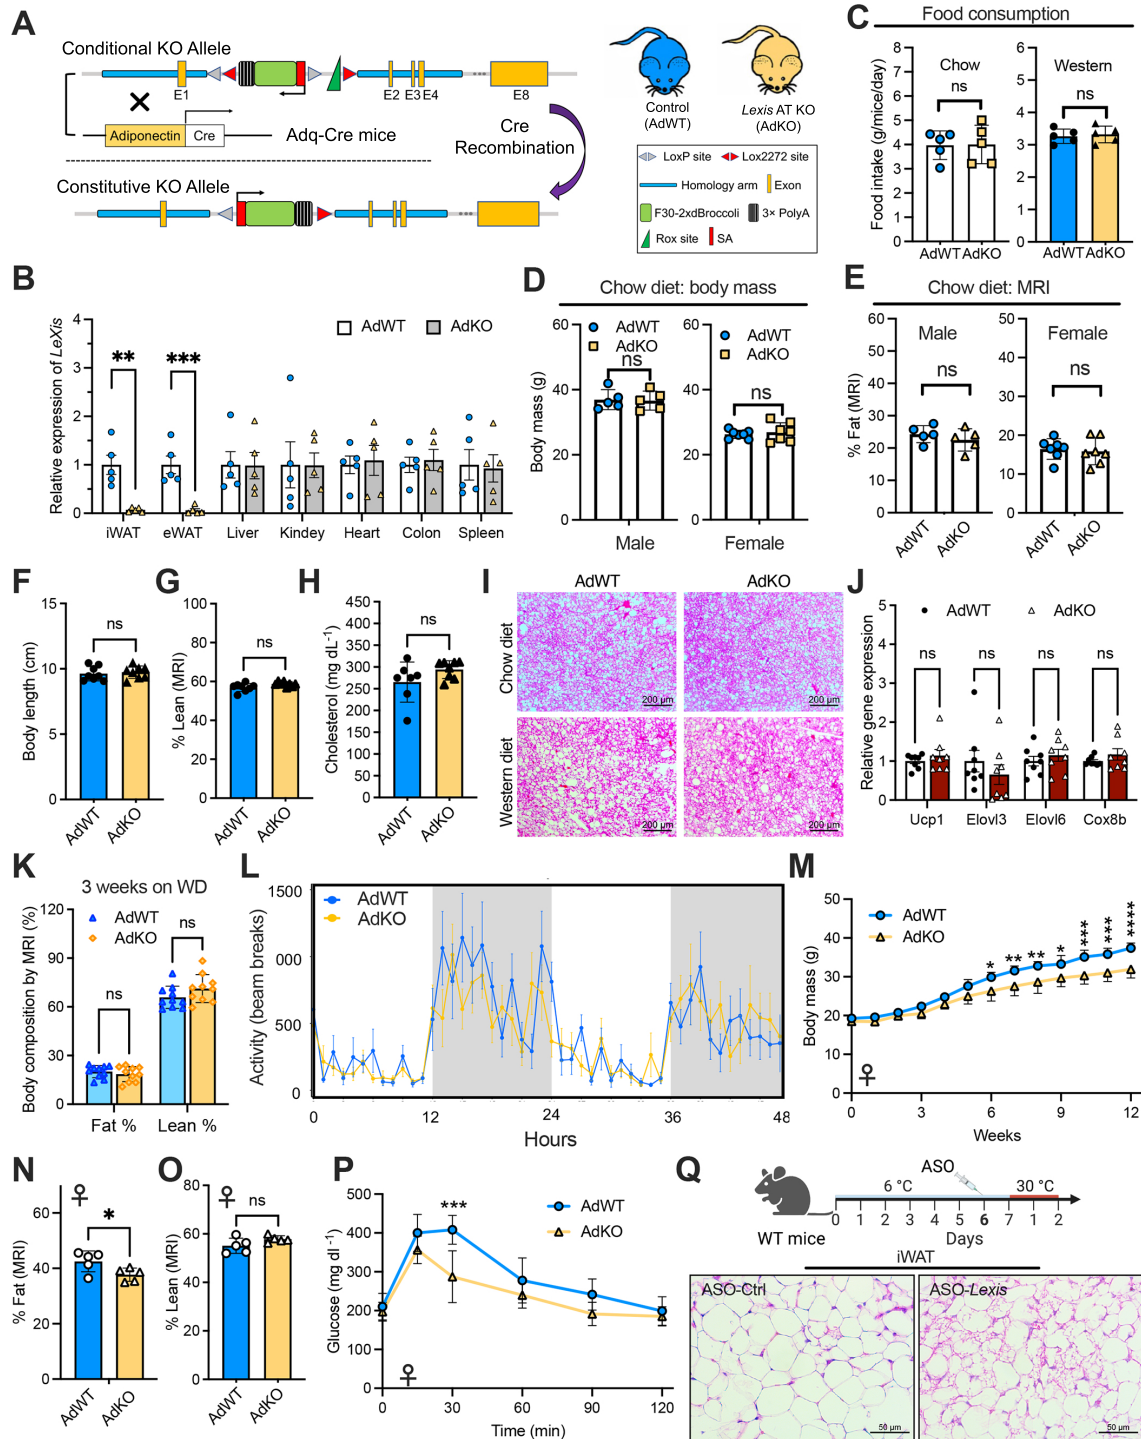

**Supplemental Figure 3. Adipose-specific deletion of *Lexis* protects mice from DIO.**

(A) Schematic of tissue-specific knockout strategy (B) qRT-PCR from tissues (n= 5 per group) (C) Food consumption in male mice (n= 5 per group) (D) Body mass of 20-week-old male and female mice on chow diet (n= 5 male, n= 7 female) (E) Body fat composition of chow-fed mice in supplemental Figure 3 (D) (F) Body length of WD-fed male mice in Figure 3(B). (G) Body lean composition of WD-fed male mice in Figure 3 (B) (H) Serum total cholesterol from WD-fed male mice in Figure 3(B). (I) H&E staining of BAT from mice in with chow diet feeding or 12 weeks WD feeding. Scale bar= 200  $\mu$ m. (J) qPCR from BAT of WD-fed mice (Male, n= 8 per group) (K) Body composition of WD-fed male mice before indirect calorimetry in 3H (n= 10 per group) (L) Locomotor activity was measured using the mice in Figure 3(H). (M) Body weight from female *Lexis*-AdKO and *Lexis*-AdWT mice on WD (n= 5 per group). (N) Fat composition from mice in supplemental Figure 3(M). (O) Lean composition from supplemental Figure 3 (M) (P) Intraperitoneal glucose tolerance test (Female, n= 5 per group) (Q) Temperature challenge experiment of ASO control or ASO *Lexis* and H&E staining of iWAT. Scale bar = 50  $\mu$ m. Values are shown mean  $\pm$  SD for supplemental Figure 3 (C-H), (K), (M), (N), (O) and (P). Values are shown as mean  $\pm$  SEM for supplemental Figure 3 (B), (J) and (L). P-value was calculated either by unpaired t-test: supplemental Figure 3 (B-H), (J), (K), (N) and (O), or by 2-way ANOVA: supplemental Figure 3 (M) and (P). \*: p < 0.05; \*\*: p < 0.01; \*\*\*: p < 0.001; \*\*\*\*: p < 0.0001; ns: not significant.

## Supplemental Figure 4

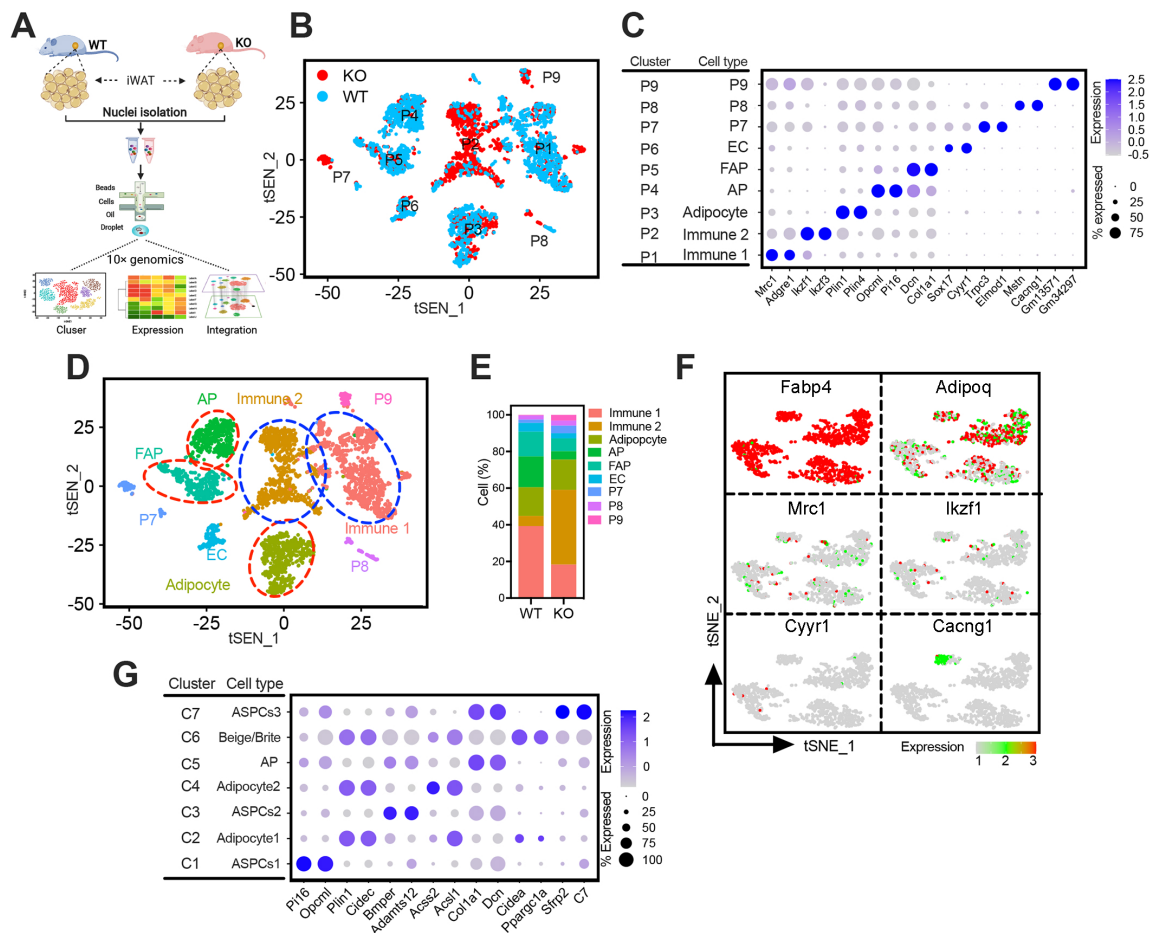

**Supplemental Figure 4. snRNA-seq reveals differences in adipose cellular heterogeneity between control and *Lexis-Ad*KO mice.** (A) Schematic of the single nuclei RNA-seq in iWAT. For each group, nuclei were isolated and pooled from the iWAT of 3 *Lexis-Ad*WT mice (WT) or *Lexis-Ad*KO mice (KO) with 4 weeks WD feeding and analyzed using 10x Genomics Chromium droplet scRNA-seq. (B) tSNE plot of all cell types of adipose nuclei showing the difference in distribution of WT and KO cells across these clusters. (C) Dot plot showed average expression and percentage expression of cell marker genes in each subpopulation from all subclusters identified in iWAT. (D) Annotation of all subcluster identified in iWAT of *Lexis-Ad*WT mice (WT) and *Lexis-Ad*KO mice (KO) based on cell marker genes (see supplemental Table 1 for marker details). (E) The fraction of each cell type relative to the total number of nuclei in iWAT of *Lexis-Ad*WT mice (WT) and *Lexis-Ad*KO mice (KO). (F) tSNE plots highlighting the expression of *Fabp4*, *Adipoq*, *Mrc1*, *Ikzf1*, *Cyrr1* and *Cacng1* in adipocyte subclusters. (G) Dot plot showing average expression and percentage expression of cell marker genes in each subpopulation from all adipocyte subclusters.

Supplemental Figure 5

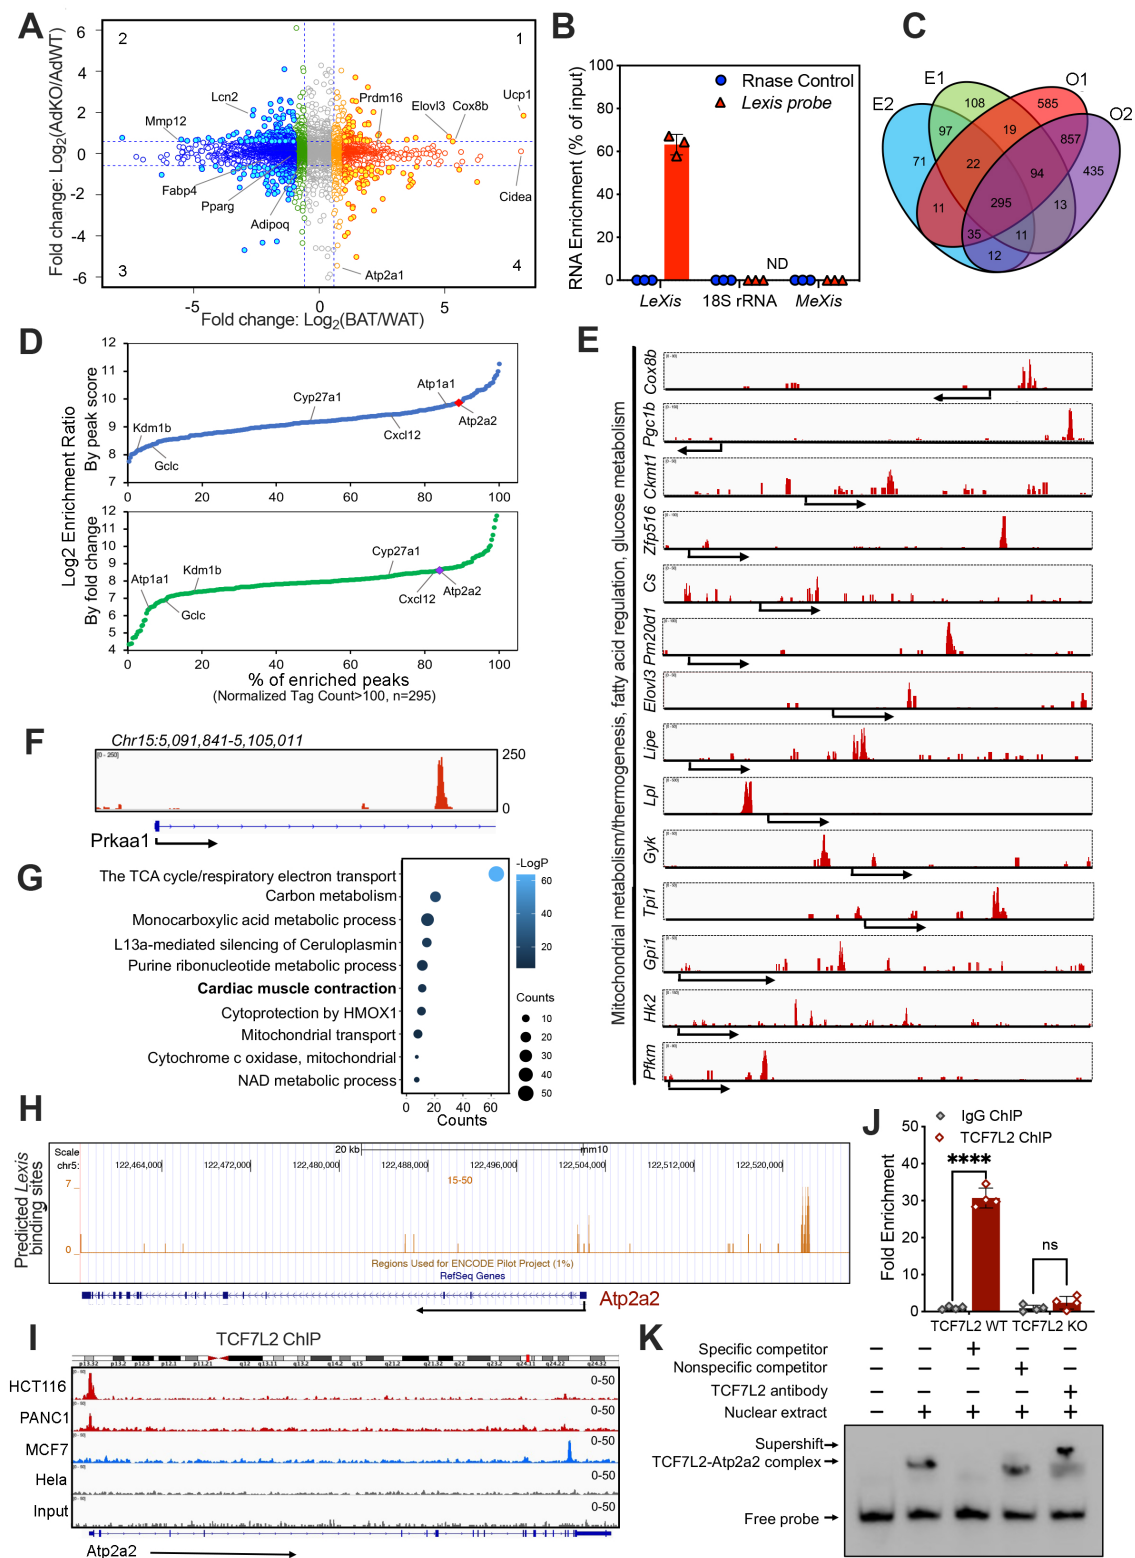

**Supplemental Figure 5. Systemic discovery of *Lexis* interactome.** (A) Gene expression signatures of AdWT and *Lexis* AdKO iWAT and reference BAT and WAT from public datasets GSE8044 (Seale et al., 2007). (B) RNA enrichment with biotin labeled probes retrieving *Lexis* with or without RNase treatment, determined by qRT-qPCR and calculated as percentage of Input (n= 3 per group). 18s rRNA and *Mexis* are used as negative control. Data was shown as mean  $\pm$  SD. (C) Venn diagram analysis of significantly enriched genes among 4 probe sets (Cutoff: P-value<0.01, Peaks Score [FPS]>100). (D) An average enrichment profile is shown for common genes in Supplemental Figure 5 (C) calculated by either “peak score” (upper panel) or by “fold change” (lower panel). (E) Peaks of *Lexis* are shown for genes related to mitochondrial metabolism, thermogenesis, fatty acid regulation and glucose metabolism. (F) *Lexis*-dependent contact on Ca<sup>2+</sup> related gene *Prkaa1*. (G) Top 10 enriched pathways analyzed by Metascape using the data from published dataset ArrayExpress: E-MTAB-4085. Differentially expressed genes were obtained by comparing the group of “Prdm16 Tg  $\times$  Ucp1<sup>-/-</sup>” to “Ucp1<sup>-/-</sup>”. (H) Prediction of binding sites of *Lexis* on Atp2a2 genomic loci by software “LongTarget”. (I) TCF7L2 ChIP-seq peaks on Atp2a2 genomic loci from different human cell lines. Peaks were visualized using datasets under GEO numbers: GSM782123, GSM816437, GSM816438, GSM816436, GSM817344. (J) TCF7L2 ChIP at *Axin2* in TCF7L2 WT or TCF7L2 KO preadipocyte (n= 4 per group). Data shown as mean  $\pm$  SD. P-value was calculated by unpaired t-test. \*\*\*\*: p < 0.0001; ns: not significant. (K) Biotin-labelled EMSA performed using preadipocyte nuclear extracts. Excess unlabeled probes used as specific competitor.

## Supplemental Figure 6

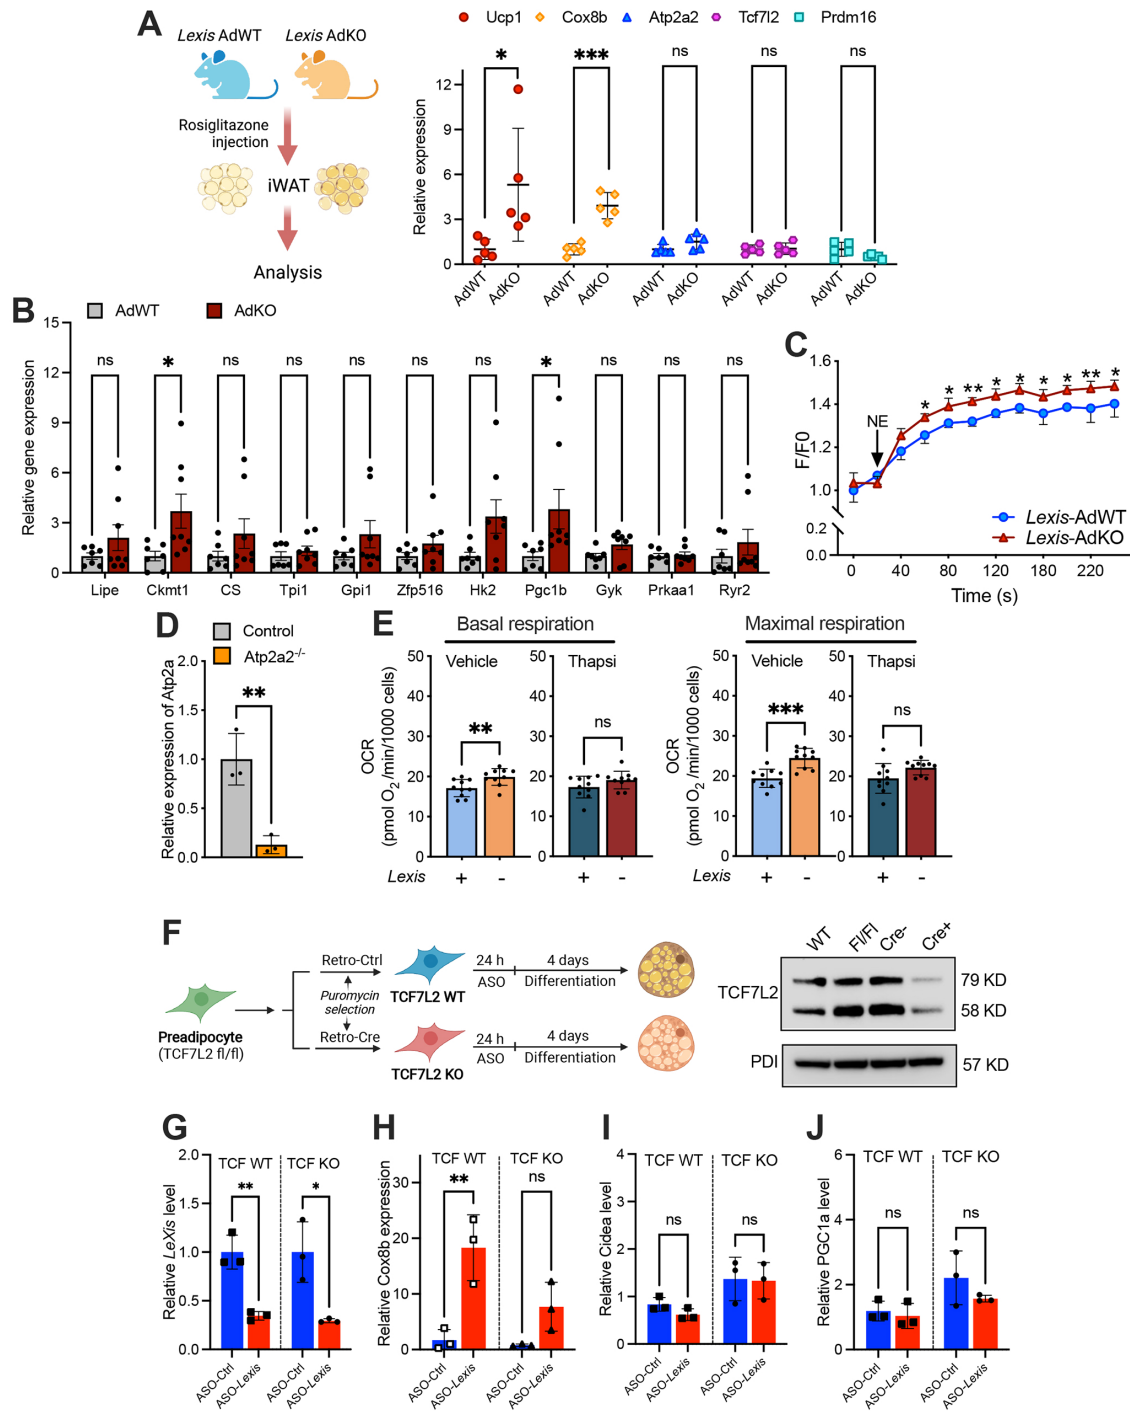

**Supplemental Figure 6. *Lexis* integrates UCP-dependent and independent thermogenic pathways.** (A) Gene expression by qRT-PCR in iWAT of the mice with rosiglitazone treatment (n= 5 per group). Rosiglitazone IP injected at the dose of 5 mg/kg for 7 days. (B) qPCR in iWAT of *Lexis* WT or KO mice from Figure 3 (K) (n= 7 for AdWT, n= 8 for AdKO). Data was shown as mean  $\pm$  SEM. (C)  $\text{Ca}^{2+}$  level induced by NE was detected in SVF isolated from iWAT of *Lexis*-AdWT or *Lexis*-AdKO mice (n= 4 per group). (D) qPCR detection of *Atp2a2* from *Atp2a2* WT or *Atp2a2* CRISPR KO preadipocyte (n= 3 per group). Data was shown as mean  $\pm$  SD. (E) Immortalized *Lexis* WT or KO preadipocytes induced by browning cocktail for 5 days. Adipocytes were treated with 2  $\mu\text{M}$  Thapsigargin for 1 hour. Basal and maximal respiration was shown (n=10 per group). (F) Schematic for generation of TCF7L2 KO preadipocyte and treatment related to Figure 6 (H) and (I), supplemental Figure 6 (G-J). (G) *Lexis* levels determined by qRT-PCR in TCF7L2 WT or TCF7L2 KO preadipocyte (n= 3 per group). (H-J) Gene expression of *Cox8b*, *Cidea* and *PGC1a* by qRT-PCR from TCF7L2 WT or KO adipocyte with ASO-Ctrl or ASO-*Lexis* transfection (n= 3 per group). All error bars indicate SD other than supplemental Figure 6 (B) in which data was shown as mean  $\pm$  SEM. P-value was calculated by unpaired t-test: supplemental Figure 6 (A), (B), (D), (E), (G), (H), (I) and (J). 2-way ANOVA supplemental Figure 6 (C). \*:  $p < 0.05$ , \*\*:  $p < 0.01$ , \*\*\*:  $p < 0.001$ .

## Supplemental Tables

**Supplemental Table 1. Gene markers for each single-nucleus RNA-seq cluster**

**Supplemental Table 2. Key resources table**

**Supplemental Table 3. Sequences of Primers, Probes and Oligonucleotides\***

\*Most of the qRT-PCR primers used in this study are from our previous publications (1, 2, 4, 27, 28, 44, 45). The primers in table are for ChIP-qPCR and ChIRP-qPCR are generated in this study.

## References

1. Geoghegan G, Simcox J, Seldin MM, Parnell TJ, Stubben C, Just S, et al. Targeted deletion of Tcf7l2 in adipocytes promotes adipocyte hypertrophy and impaired glucose metabolism. *Mol Metab.* 2019;24:44-63.
2. Rajbhandari P, Thomas BJ, Feng AC, Hong C, Wang J, Vergnes L, et al. IL-10 Signaling Remodels Adipose Chromatin Architecture to Limit Thermogenesis and Energy Expenditure. *Cell.* 2018;172(1-2):218-33 e17.
3. Wang J, Rajbhandari P, Damianov A, Han A, Sallam T, Waki H, et al. RNA-binding protein PSPC1 promotes the differentiation-dependent nuclear export of adipocyte RNAs. *J Clin Invest.* 2017;127(3):987-1004.
4. Sallam T, Jones MC, Gilliland T, Zhang L, Wu X, Eskin A, et al. Feedback modulation of cholesterol metabolism by the lipid-responsive non-coding RNA LeXis. *Nature.* 2016;534(7605):124-8.
5. Mina AI, LeClair RA, LeClair KB, Cohen DE, Lantier L, and Banks AS. CalR: A Web-Based Analysis Tool for Indirect Calorimetry Experiments. *Cell Metab.* 2018;28(4):656-66 e1.
6. Acin-Perez R, Benador IY, Petcherski A, Veliova M, Benavides GA, Lagarrigue S, et al. A novel approach to measure mitochondrial respiration in frozen biological samples. *EMBO J.* 2020;39(13):e104073.
7. Osto C, Benador IY, Ngo J, Liesa M, Stiles L, Acin-Perez R, et al. Measuring Mitochondrial Respiration in Previously Frozen Biological Samples. *Curr Protoc Cell Biol.* 2020;89(1):e116.
8. Pandya-Jones A, and Black DL. Co-transcriptional splicing of constitutive and alternative exons. *RNA.* 2009;15(10):1896-908.
9. Church CD, Berry R, and Rodeheffer MS. Isolation and study of adipocyte precursors. *Methods Enzymol.* 2014;537:31-46.
10. Pearson S, Loft A, Rajbhandari P, Simcox J, Lee S, Tontonoz P, et al. Loss of TLE3 promotes the mitochondrial program in beige adipocytes and improves glucose metabolism. *Genes Dev.* 2019;33(13-14):747-62.
11. Ikeda K, Kang Q, Yoneshiro T, Camporez JP, Maki H, Homma M, et al. UCP1-independent signaling involving SERCA2b-mediated calcium cycling regulates beige fat thermogenesis and systemic glucose homeostasis. *Nat Med.* 2017;23(12):1454-65.
12. Pertea M, Kim D, Pertea GM, Leek JT, and Salzberg SL. Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. *Nat Protoc.* 2016;11(9):1650-67.
13. Love MI, Huber W, and Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 2014;15(12):550.
14. Zhou Y, Zhou B, Pache L, Chang M, Khodabakhshi AH, Tanaseichuk O, et al. Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat Commun.* 2019;10(1):1523.
15. Hao RH, Guo Y, Wang C, Chen F, Di CX, Dong SS, et al. Lineage-specific rearrangement of chromatin loops and epigenomic features during adipocytes and osteoblasts commitment. *Cell Death Differ.* 2022;29(12):2503-18.

16. Liao Y, Smyth GK, and Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics*. 2014;30(7):923-30.
17. Frankish A, Diekhans M, Jungreis I, Lagarde J, Loveland JE, Mudge JM, et al. Gencode 2021. *Nucleic Acids Res*. 2021;49(D1):D916-D23.
18. Chu C, Quinn J, and Chang HY. Chromatin isolation by RNA purification (ChIRP). *J Vis Exp*. 2012(61).
19. Mumbach MR, Granja JM, Flynn RA, Roake CM, Satpathy AT, Rubin AJ, et al. HiChIRP reveals RNA-associated chromosome conformation. *Nat Methods*. 2019;16(6):489-92.
20. Langmead B, and Salzberg SL. Fast gapped-read alignment with Bowtie 2. *Nat Methods*. 2012;9(4):357-9.
21. Liu T. Use model-based Analysis of ChIP-Seq (MACS) to analyze short reads generated by sequencing protein-DNA interactions in embryonic stem cells. *Methods Mol Biol*. 2014;1150:81-95.
22. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, et al. Model-based analysis of ChIP-Seq (MACS). *Genome Biol*. 2008;9(9):R137.
23. Ou J, Wolfe SA, Brodsky MH, and Zhu LJ. motifStack for the analysis of transcription factor binding site evolution. *Nat Methods*. 2018;15(1):8-9.
24. Zambelli F, Pesole G, and Pavesi G. PscanChIP: Finding over-represented transcription factor-binding site motifs and their correlations in sequences from ChIP-Seq experiments. *Nucleic Acids Res*. 2013;41(Web Server issue):W535-43.
25. He S, Zhang H, Liu H, and Zhu H. LongTarget: a tool to predict lncRNA DNA-binding motifs and binding sites via Hoogsteen base-pairing analysis. *Bioinformatics*. 2015;31(2):178-86.
26. Liu H, Shang X, and Zhu H. lncRNA/DNA binding analysis reveals losses and gains and lineage specificity of genomic imprinting in mammals. *Bioinformatics*. 2017;33(10):1431-6.
27. Villanueva CJ, Waki H, Godio C, Nielsen R, Chou WL, Vargas L, et al. TLE3 is a dual-function transcriptional coregulator of adipogenesis. *Cell Metab*. 2011;13(4):413-27.
28. Villanueva CJ, Vergnes L, Wang J, Drew BG, Hong C, Tu Y, et al. Adipose subtype-selective recruitment of TLE3 or Prdm16 by PPARgamma specifies lipid storage versus thermogenic gene programs. *Cell Metab*. 2013;17(3):423-35.
29. Iyer LM, Nagarajan S, Woelfer M, Schoger E, Khadjeh S, Zafiriou MP, et al. A context-specific cardiac beta-catenin and GATA4 interaction influences TCF7L2 occupancy and remodels chromatin driving disease progression in the adult heart. *Nucleic Acids Res*. 2018;46(6):2850-67.
30. Van Hauwaert EL, Gammelmark E, Sarvari AK, Larsen L, Nielsen R, Madsen JGS, et al. Isolation of nuclei from mouse white adipose tissues for single-nucleus genomics. *STAR Protoc*. 2021;2(3):100612.
31. Sarvari AK, Van Hauwaert EL, Markussen LK, Gammelmark E, Marcher AB, Ebbesen MF, et al. Plasticity of Epididymal Adipose Tissue in Response to Diet-Induced Obesity at Single-Nucleus Resolution. *Cell Metab*. 2021;33(2):437-53 e5.
32. Hao Y, Hao S, Andersen-Nissen E, Mauck WM, 3rd, Zheng S, Butler A, et al. Integrated analysis of multimodal single-cell data. *Cell*. 2021;184(13):3573-87 e29.

33. Franzen O, Gan LM, and Bjorkegren JLM. PanglaoDB: a web server for exploration of mouse and human single-cell RNA sequencing data. *Database (Oxford)*. 2019;2019.
34. Zhang X, Lan Y, Xu J, Quan F, Zhao E, Deng C, et al. CellMarker: a manually curated resource of cell markers in human and mouse. *Nucleic Acids Res*. 2019;47(D1):D721-D8.
35. Schwalie PC, Dong H, Zachara M, Russeil J, Alpern D, Akchiche N, et al. A stromal cell population that inhibits adipogenesis in mammalian fat depots. *Nature*. 2018;559(7712):103-+.
36. Sun W, Dong H, Balaz M, Slyper M, Drokhlyansky E, Colletuori G, et al. snRNA-seq reveals a subpopulation of adipocytes that regulates thermogenesis. *Nature*. 2020;587(7832):98-102.
37. Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z, et al. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res*. 2016;44(W1):W90-7.
38. Merrick D, Sakers A, Irgebay Z, Okada C, Calvert C, Morley MP, et al. Identification of a mesenchymal progenitor cell hierarchy in adipose tissue. *Science*. 2019;364(6438).
39. Xie T, Wang Y, Deng N, Huang G, Taghavifar F, Geng Y, et al. Single-Cell Deconvolution of Fibroblast Heterogeneity in Mouse Pulmonary Fibrosis. *Cell Rep*. 2018;22(13):3625-40.
40. Zhang L, Jambusaria A, Hong Z, Marsboom G, Toth PT, Herbert BS, et al. SOX17 Regulates Conversion of Human Fibroblasts Into Endothelial Cells and Erythroblasts by Dedifferentiation Into CD34(+) Progenitor Cells. *Circulation*. 2017;135(25):2505-23.
41. Schwalie PC, Dong H, Zachara M, Russeil J, Alpern D, Akchiche N, et al. A stromal cell population that inhibits adipogenesis in mammalian fat depots. *Nature*. 2018;559(7712):103-8.
42. Rajbhandari P, Arneson D, Hart SK, Ahn IS, Diamante G, Santos LC, et al. Single cell analysis reveals immune cell-adipocyte crosstalk regulating the transcription of thermogenic adipocytes. *Elife*. 2019;8.
43. Song A, Dai W, Jang MJ, Medrano L, Li Z, Zhao H, et al. Low- and high-thermogenic brown adipocyte subpopulations coexist in murine adipose tissue. *J Clin Invest*. 2020;130(1):247-57.
44. Sallam T, Jones M, Thomas BJ, Wu X, Gilliland T, Qian K, et al. Transcriptional regulation of macrophage cholesterol efflux and atherogenesis by a long noncoding RNA. *Nat Med*. 2018;24(3):304-12.
45. Moore TM, Cheng L, Wolf DM, Ngo J, Segawa M, Zhu X, et al. Parkin regulates adiposity by coordinating mitophagy with mitochondrial biogenesis in white adipocytes. *Nat Commun*. 2022;13(1):6661.

Full unedited gel for Supplemental Figure 5K

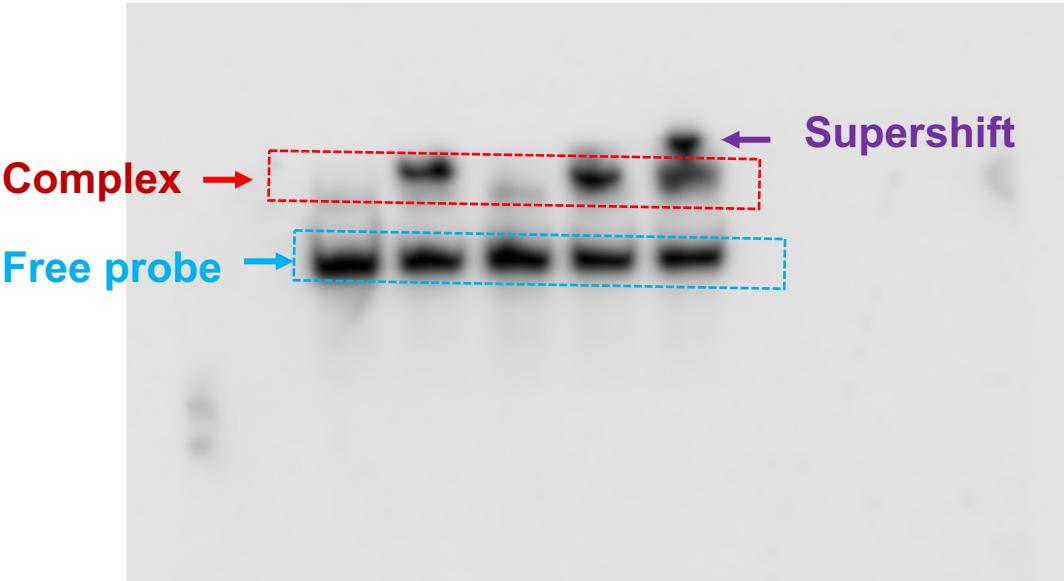

**Full unedited gene for Supplementary Figure 6F**

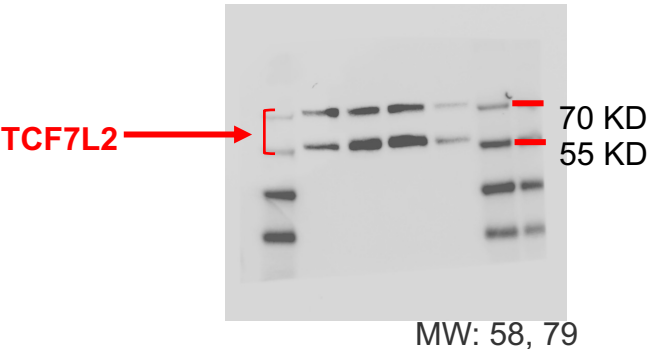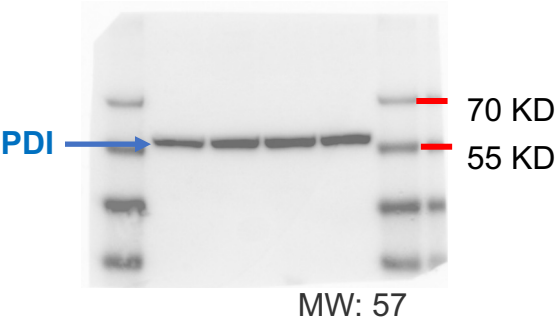

**Protein ladder: ThermoFisher, CAT#: 26619**

How the deposited data were processed for this re-analysis (not part of the article)

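Bulk RNA-seq of iWAT from mice fed a Western diet for 12 weeks was analysed, with 3 libraries labelled *Lexis*-AdWT and 3 labelled *Lexis*-AdKO. The authors aligned reads to mm9 with HISAT2 and deposited raw counts per row, and no normalization was applied before deposit. Of the 37024 rows, 17470 were at 0 in all 6 libraries, and 21 symbols had the form of a date, as spreadsheets make of some gene names. No column belonged to no sample. The total counts were 14708282, 17882713 and 15331670 in the libraries labelled AdWT and 14470542, 15196777 and 15982848 in those labelled AdKO. The floor of a count of 0 was set at 3 counts. The common biological coefficient of variation was 0.196, so the spread between replicates, more than counting error, sets the precision of genes with high counts. No pair of libraries was a duplicate, and *Kdm5d*, on the Y chromosome, had between 77 and 105 counts in each.

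The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The 2 groups were compared with edgeR's glmQLFit and glmQLFTest after filterByExpr by group and TMM scaling, and *p* values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A standard error is the log2 fold change divided by the square root of the test's F. Exact permutation tests used log2 CPM with 0.5 added. Gene lists were tested with limma's camera on log2 CPM with a prior count of 2, needing at least 5 genes tested, with adjustment over the lists. Overlap was tested with a one-sided Fisher's exact test. The test was repeated on each of the 10 splits of the 6 libraries into 3 and 3, and edgeR and DESeq2 were tested on simulated data with 200 changed genes and a random seed of 1. Tests by library used genes with at least 10 counts in total.

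The tests, the alternatives and most gene lists were set before the data were examined. The lists hold genes of thermogenesis, white adipocytes, skeletal muscle, glycolysis and gluconeogenesis (with and without muscle isoforms), calcium cycling, ChIRP targets the paper names, labels of Supplemental Figure 5A and of each side of Figure 5A, qPCR genes of Figure 5B, lymph node, macrophages, smooth muscle and epithelium. The epithelial list, the AdKO labels of Figure 5A and small lists of *Lexis* partners and sex-linked genes had too few genes tested for camera. Lists for hepatocytes, and for tendon and cartilage, were written after the data were seen. Genes were named by a rule: *Lexis*, genes the paper names for this experiment, genes of the lists, and the 5 largest rises and 5 largest falls among rows with the smallest *p* whose groups do not overlap. The number of such rows searched, 100, was set after the data were seen. Where a symbol has several rows, the row with the highest total stands for it.

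Alternatives were DESeq2 with its defaults and without Cook's cutoff and independent filtering, RLE, upper quartile and library size scaling, filters of at least 1 count in any library and at least 10 in every library, a robust fit, the replicate number as a block, rows of a symbol summed, the skeletal muscle list removed or used as a covariate, each library left out in turn, and fry or an estimated correlation for lists. The qPCR, ChIRP-seq, snRNA-seq and published BAT and WAT data were not used here. Some results for single genes are not reported here.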

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

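The edgeR test and the alternatives quoted in this part were set before the data were examined. The explanations, and the use of any values to test them, were chosen only after the results were seen. Each of these 2 results is listed because the paper does not report a value for it from these libraries.

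The gene at which the *Lexis* FISH probes match, *4930412L05Rik*, was higher in the libraries labelled AdKO, with a log2 fold change of 0.87 and no *p* under the threshold after adjustment. A difference in library size does not explain it, since the raw counts of 21, 11 and 13 in the libraries labelled AdKO all lie above the 8, 9 and 8 of those labelled AdWT, while the median total was no higher in the former (15196777 against 15331670). The TMM factors do not explain it either, since the log2 fold change was 0.91 with library size only. Transcription of exon 1 from the recombined allele could add counts, because Supplemental Figure 3A keeps that exon, which makes up 17% of the longest annotated transcript and 76.5% of the other. The table has 1 count for the gene and cannot tell whether later exons fell. Other cells of the depot, which an adipocyte-specific deletion leaves intact, could also carry this RNA, and that was not tested. A swap of labels was not tested either, and counts of 8 to 21 leave little room to tell these apart.

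*Comp* was higher in the libraries labelled AdKO, with a log2 fold change of 1.67 and counts of 265, 190 and 230 against 576, 770 and 823, higher in 3 of 3 libraries. Its adjusted *p* was 0.206 in edgeR's test and ranged from 3.17e-14 to 1.00 over the alternatives, with the smallest value from DESeq2. The scaling does not explain it, since the lowest log2 fold change over the scaling alternatives was 1.65. Tendon or cartilage in the samples is not a likely source, since 0 of 8 other genes of these tissues had all 3 libraries labelled AdKO above all 3 labelled AdWT. *Comp* had the same direction with each library left out, between 1.50 and 1.80. An effect of the genotype stays open, and it depends on the labels.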

How the results depend on the processing

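All alternatives in this part were set with the design. A gene or list result is said to hold when its direction and its call stayed, whatever its size. A missing adjusted *p* counted as no call. *Atp2a1* thus held although its log2 fold change went from -5.41 to -0.67 with the skeletal muscle list as a covariate. Since edgeR's test called no gene, no gene could lose a call. A count held when it stayed within 1.5 times the first one. For genes, apart from libraries left out, 245 results held, 11 gained a call and 2 changed direction. For lists, 151 held, 4 gained a call, 11 lost one and 12 changed direction. Of the counts, 38 held and 10 moved. With a library left out, 135 gene results held and 3 changed direction, while 70 list results held, 2 lost a call and 6 changed direction. Of the counts with a library left out, 14 held and 10 moved. The cause was not tested for any of these.

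DESeq2 with its defaults gave 27 rows at an adjusted *p* under 0.05 in place of 0, and 62 in place of 18 past the unadjusted *p* and a log2 fold change over 1.5. Without Cook's cutoff and independent filtering these were 13 and 64. Of the muscle list, 5 and then 4 genes were among the calls, with the defaults *Atp2a1*, *Ckm*, *Mybpc2*, *Mylpf* and *Tnnc2*. Without these filters *Atp2a1*, *Ckm*, *Mylpf* and *Tcap* were called, and *Comp*, which is not on that list, was called under both. Under both forms of DESeq2 the median of glycolysis genes without muscle isoforms turned to -0.0798, and the lymph node list, at -0.38, and the smooth muscle list, at 0.56, gained a call. Their adjusted *p* from DESeq2's defaults was 0.0261 and 0.0353, in ranges of 0.0261 to 0.996 and 0.0353 to 0.936 over the alternatives.

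A filter of at least 1 count in any library gave 1 row at an adjusted *p* under 0.05 (*Comp*), 204 with the log2 fold change over 1.5 and 482 with the fold change over 1.5, and the glycolysis list without muscle isoforms turned to -0.0711. A filter of at least 10 counts in every library gave 6 rows with the log2 fold change over 1.5 and -0.0640 for that list. *4930412L05Rik*, *Ucp1*, *Prdm16*, *Mmp12*, *Fam69c*, *Kidins220*, *Cabin1*'s rising row, *Oprd1*, *Atp2a1*, *Ckm*, *Tcap* and *Tnnc2* have no value under it, nor have the smooth muscle list and the AdWT labels of Figure 5A. The rising row of *Cabin1* has none with rows summed. RLE and upper quartile scaling gave -0.0092 and -0.0083 for the glycolysis list without muscle isoforms. Library size only gave 0.0138 for calcium cycling and 0.0177 for the ChIRP targets, and it moved the median log2 fold change of all rows from 0.01 to 0.05.

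The skeletal muscle list as a covariate gave 254 rows at an unadjusted *p* under 0.05 and 68 with the log2 fold change over 1.5. The mean of that list was higher in every library labelled AdWT than in any labelled AdKO. This fit therefore cannot tell the list from the labels. *Cidea* turned to -0.13 and *Prdm16* to -0.12, and the lists of Supplemental Figure 5A and of Figure 5B each turned to -0.12, glycolysis without muscle isoforms to -0.0165 and the ChIRP targets to 0.0452. The white adipocyte list, at -0.30, the muscle list, at -0.10, and the AdWT labels of Figure 5A, at -0.37, lost their calls. The muscle list removed gives no value for its own genes, for its list or for the overlap. At an unadjusted *p* under 0.05, the overlap was 7 genes.

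The camera calls at an adjusted *p* of 0.05 were lost under fry and under an estimated correlation, where medians do not change: white adipocyte at -0.15 (adjusted *p* 0.168 and 0.460), skeletal muscle at -1.25 (0.228 and 0.460), AdWT labels of Figure 5A at -2.64 (0.164 and 0.460) and macrophage at 0.40 (0.314 and 0.742).

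With the replicate number as a block (replicate block), 0 rows had an adjusted *p* under 0.05, 418 an unadjusted *p* under 0.05, 19 also the log2 fold change over 1.5 and 219 the fold change over 1.5. The replicate numbers do not pair the libraries, since the correlations of same-number pairs were -0.0764, -0.132 and 0.330, while AdWT replicate 1 and AdKO replicate 2 had 0.411.

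With each library left out in turn, the rows at an adjusted *p* under 0.05 numbered 0 to 1, the 1 without AdKO replicate 3. At an unadjusted *p* under 0.05 they numbered 329 (without AdWT replicate 2) to 1208 (without AdWT replicate 1), with the log2 fold change over 1.5 they numbered 28 to 63, and with the fold change over 1.5 they numbered 178 to 568. *Cidea* ranged from -0.0613 to 0.39 and *Prdm16* from -0.0626 to 0.83. List medians ranged from -0.0137 to 0.17 for thermogenesis, -0.23 to -0.12 for white adipocytes, -0.0160 to 0.0859 for glycolysis without muscle isoforms, -0.105 to 0.0097 for the ChIRP targets and -0.64 to 0.19 for lymph node, the last positive without AdWT replicate 1. The white adipocyte call was lost without AdWT replicate 2 (adjusted *p* 0.0802) and without AdKO replicate 3 (0.0628), in a range of 1.54e-07 to 0.814 over the alternatives.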

Differences from the paper's values

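The paper reports 200 differentially expressed genes, 99 higher and 101 lower in AdKO, at *P* < 0.05. In edgeR's test, 0 rows had an adjusted *p* under 0.05, with 0 higher and 0 lower, and none of the alternatives set before the data were examined closed the gap to the paper's 200, 99 and 101. At an unadjusted *p* under 0.05 there were 566 rows, 272 higher and 294 lower in the libraries labelled AdKO, against the paper's 200, 99 and 101. Of the alternatives, only the skeletal muscle list as a covariate came within 1.5 times the paper's total and its lower count, with 254 and 96. With a log2 fold change over 1.5 as well, there were 18 rows, 7 higher and 11 lower, against the paper's 200, 99 and 101. Only the filter of at least 1 count in any library came near, with 204, of which 105 were higher and 99 lower.

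With the legend's fold change over 1.5 and an unadjusted *p* under 0.05, the count was 213, with 121 higher and 92 lower, which is within 1.5 times the paper's values. DESeq2, which the paper's supplement names, gave 200 rows under these thresholds with its defaults, 97 higher and 103 lower, and 202 without Cook's cutoff and independent filtering, 98 higher and 104 lower. The filter of at least 1 count gave 482 and the fit without AdWT replicate 1 gave 568, both past 1.5 times the paper's 200. Without AdKO replicate 3, the total of 291 was within that range, while the lower count of 162 was past 1.5 times the paper's 101.

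Of the genes that Figure 5A labels, edgeR's filter left out 18 of 25 on the AdWT side and 12 of 15 on the AdKO side. DESeq2 with its defaults put 25 and 14 of them past an unadjusted *p* under 0.05 and a fold change over 1.5. The filter of at least 1 count put 25 and 15 past these thresholds in edgeR's test.

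The log2 fold changes read by eye are about 1.9 for *Ucp1* and about -5.4 for *Atp2a1* in Supplemental Figure 5A, and, with the sign turned, about -5.0 for *Tcap* and about -2.7 for *Mylpf* in Figure 5A, against 1.85, -5.41, -4.89 and -2.64 here.

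The paper states from qRT-PCR that Cre recombination ablated *Lexis* in adipose tissue (Supplemental Figure 3B). In these libraries *4930412L05Rik* had a log2 fold change of 0.87. None of the settings run gave a lower count in the libraries labelled AdKO, and the lowest log2 fold change was 0.49, without AdKO replicate 1. Every raw count labelled AdKO lay above every one labelled AdWT, so leaving a library out could not turn the direction. The count also takes in exon 1, which the scheme of the conditional allele keeps. It thus cannot tell whether the deleted part fell, and does not test the qRT-PCR result.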

Other observations

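The splits for the adjusted count and the muscle explanations were written down ahead. So were the edgeR and camera tests of the fixed lists on the real grouping, with their alternatives. All other tests in this part were chosen only after the results were seen.

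Each of the 10 splits of the libraries into 3 and 3 had as many rows at an adjusted *p* under 0.05 as the real one, namely 0, with 566 rows at an unadjusted *p* under 0.05 in the real split. As many rows as in the real split were reached in 4 splits at an unadjusted *p* under 0.05, in 6 with a log2 fold change over 1.5 and in 4 with a fold change over 1.5, the real one included. A camera *p* as small was reached in 1 split for skeletal muscle, in 2 for white adipocytes, in 3 for macrophages and in 8 for thermogenesis. With 10 splits, no share under 0.05 is possible, so this cannot tell whether the grouping differs from chance.

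Skeletal muscle tissue carried into some samples is a candidate explanation of the muscle genes. Deviations from the group means had a median pairwise correlation of 0.725 over the list, against at most 0.230 in 1000 random lists of similar expression. Of the 24 genes, 20 were highest in AdWT replicate 2, against at most 11 in a random list. Over the 20 genes that rose by at least 1 CPM in AdWT replicate 2, the median share of that rise was 17.3% in AdWT replicate 1 (from -42.8% to 40.2%) and 9.58% in AdWT replicate 3 (from -21.9% to 119%). A lower level in every library labelled AdKO may also apply, since the lowest library labelled AdWT lay 0.94 above the highest labelled AdKO in the list's mean log2 CPM. Both explanations stay open. *Atp2a2*, which the tissue also expresses, had a log2 fold change of 0.17 (standard error 0.160), while *Pvalb* had counts of 4, 0 and 1 against 0, 1 and 4.

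Hepatocyte genes were high in replicate 3 of both labels. AdWT replicate 3 and AdKO replicate 3 were the 2 highest libraries in 17 of 19 genes, where chance gives 1.27. The list was written after other liver genes had been seen to be high in these libraries, from genes whose values had not been seen, and genes of 1 tissue rise together, so no *p* is given. *Serpinc1* had counts of 21, 51 and 565 in the libraries labelled AdWT and 17, 30 and 315 in those labelled AdKO, and *Arg1* had 51, 58 and 362 against 13, 36 and 392. Liver RNA or reads in these libraries may be the source. Loss of *Lexis* does not account for a pattern that 1 library of each label shares. That the groups separated in 0 of the 19 genes, with a chance share of 10%, follows from that pattern and is no separate test.

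Epithelial genes were high in AdKO replicate 3. Of the genes on the epithelial list, 13 had enough counts, and all 13 were highest there. Leaving out those that Figure 5A labels, this held for 10 of 10. Genes of 1 tissue rise together, and this count was chosen after the results were seen, so no *p* is given. The summed CPM of the list was 11.6, 16.8 and 35.5 in the libraries labelled AdWT and 13.4, 11.3 and 94.2 in those labelled AdKO. *Krt18* had counts of 6, 9 and 173 against 5, 9 and 333, and *Epcam* 12, 3 and 20 against 6, 5 and 216. AdWT replicate 3 and AdKO replicate 3 were the 2 highest libraries in 9 of the 13 genes, where chance gives 0.867. This is the same pair as for the hepatocyte genes. Epithelial cells or their RNA in AdKO replicate 3, and to a lesser degree in AdWT replicate 3, may be the source. A rise in every library labelled AdKO does not explain it. Of the 10 genes that Figure 5A does not label, 0 had all 3 above those labelled AdWT, where chance gives 10% for groups that do not overlap.

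The first principal component held 41.6% of the variance and did not follow the labels, with scores of -22.2, 8.95 and 40.0 in the libraries labelled AdWT and -7.91, -27.3 and 8.41 in those labelled AdKO. Transcript length does not explain it, with a Spearman correlation of 0.0433 across the 8929 rows with a length. Macrophage content of the depot may contribute, as the macrophage list had a median percentile of 4.90 among the loadings, against 93.7 for skeletal muscle and 55.4 for white adipocytes. The summed CPM of macrophage genes was 2376, 1729 and 1137 in the libraries labelled AdWT and 2094, 2394 and 2792 in those labelled AdKO. In the macrophage list, 10 of 10 genes were higher in the libraries labelled AdKO, with a median log2 fold change of 0.40 and an adjusted *p* of 0.000330 in limma's camera test, within a range of 7.39e-09 to 0.742 over the alternatives. The median was 0.20 without AdWT replicate 3 and 0.74 without AdWT replicate 1. No gene of it had an adjusted *p* under 0.05, with 0 adjusted over the list alone, 0 over all rows and 2 at an unadjusted *p* under 0.05.

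The other fixed lists had no call in limma's camera test, with an adjusted *p* of 0.628 for calcium cycling, the ChIRP targets and smooth muscle and 0.627 for lymph node and the qPCR genes of Figure 5B. Calcium cycling had a median log2 fold change of -0.03 with 4 of 10 genes higher, the ChIRP targets -0.03 with 5 of 13, smooth muscle 0.31 with 4 of 6, lymph node -0.37 with 2 of 7 and the qPCR genes 0.13 with 6 of 9. Without AdWT replicate 1 the smooth muscle median was 0.66, the lymph node median 0.19 and that of the qPCR genes 0.0684, and without AdKO replicate 2 the last was 0.0457. Adjusted over the list alone, 1 gene of calcium cycling (*Atp2a1*) and 1 of smooth muscle (*Smtn*) had a *p* under 0.05, and 0 in the other lists, against 0 over all rows in each. At an unadjusted *p* under 0.05 there were 1, 1, 1, 1 and 2 genes in these 5 lists. Genes of the lymph node list were highest in AdWT replicate 1 in 7 of 10. *Igj*, which is not on that list, was also highest there, with 5172, 256 and 108 counts against 118, 81 and 208. No explanation was tested for this. The 7 tested AdWT labels of Figure 5A were all lower, with a median of -2.64 and an adjusted *p* of 1.05e-07 in limma's camera test, and 7 had a *p* under 0.05 adjusted over the list alone, against 0 over all rows, which is not independent evidence because Figure 5A labels them from these same libraries.

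Symbols with several rows less often had high counts. Of the protein-coding symbols, 17.1% with 1 row had a mean count over 1000, against 7.85% with 2 or 3 rows and 3.62% with 4 or more. The median of the mean count went the other way, at 6.83, 8.5 and 9.17. Reads that overlap several rows of a symbol and are counted in none of them could explain the smaller share of high counts of 3.62%, though not for every symbol. *Ttn*, with 8 rows, had 20 counts in all, and *Tcf7l2*, with 15 rows, had 79, while *Svep1*, with 4 rows, had 47948. No biological explanation was tested.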
